# Tulp3 deficiency results in ciliopathy phenotypes during zebrafish embryogenesis

**DOI:** 10.1038/s41598-025-16584-3

**Published:** 2025-09-12

**Authors:** Daniel Epting, John Devane, Ralf Mertes, Séverine Kayser, Martin Helmstädter, Patrick Metzger, Melanie Boerries, Carsten Bergmann, Elisabeth Ott

**Keywords:** Cell biology, Computational biology and bioinformatics, Developmental biology, Genetics, Molecular biology, Nephrology

## Abstract

Ciliopathies, caused by defective cilia biogenesis or function, comprise a genetically and clinically diverse group of diseases. Primary cilia play pivotal roles in the regulation of a multitude of signalling pathways during development and tissue homeostasis. Cilia assembly, maintenance and signalling depend on intraflagellar transport (IFT). Tubby-like protein 3 (TULP3) functions as an adapter protein for the ciliary trafficking of diverse membrane cargos via an interaction with the IFT-A complex. Recently, we and others have shown that individuals carrying pathogenic TULP3 variants suffer from progressive liver, kidney and heart disease. In line with these findings, adult Tulp3 knockout zebrafish displayed liver fibrosis and kidney cyst phenotypes. In the present study, we analysed the functional consequences of Tulp3 deficiency during zebrafish embryogenesis. Tulp3 deficiency resulted in well-known ciliopathy-associated phenotypes including pronephric cysts, body curvature and altered left-right asymmetry. Our analysis of urotensin 2-related peptide (Urp) signalling, which is required for proper spine morphogenesis, revealed reduced expression of *urp1* in Tulp3 knockout embryos. We also observed scoliosis in a significant number of adult Tulp3 knockout zebrafish. Analysis of ciliogenesis revealed a reduced cilia number and ciliary length in Tulp3 deficient embryos. In addition, Tulp3 deficiency resulted in upregulation of cilia-dependent profibrotic Wnt and Jak/Stat signalling components. Furthermore, we demonstrate that loss of Tulp3 causes upregulation of genes related to liver fibrosis. In conclusion, our data highlights a role of Tulp3 in proper cilia formation and function to maintain healthy tissue architecture during zebrafish embryogenesis, and provides further insight into the spectrum of cilia-related phenotypes in adult zebrafish depleted for Tulp3 functions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-16584-3.

## Introduction

Primary cilia, microtubule-based sensory organelles protruding from the apical surface of almost all vertebrate cells, play key roles in cell signal transduction and thereby in development and tissue homeostasis^1–4^. Defects in the biogenesis, maintenance or function of cilia lead to a large group of inherited diseases, collectively termed ciliopathies^5–7^. Ciliopathies are characterized by the presence of renal cysts, but can also manifest in other organs including the brain, liver, pancreas, heart and eye. Frequently, respective clinical management is challenged by diagnostic ambiguity, variable disease expression and incomplete penetrance^8–10^. Therefore, disease classification highly depends on a profound understanding of the molecular mechanisms that are affected. Furthermore, animal models provide us with the opportunity to follow disease progression from embryogenesis to adulthood, and thereby offer essential information in disease development^11^. Over the last two decades the ciliary transition zone (TZ) has gained specific interest because many disease-causing genes have been localized to this evolutionary conserved subdomain at the proximal end of the ciliary axoneme^6,12^. The ciliary TZ regulates the membrane specific distribution of certain phospholipids, and is thereby attributed a diffusion barrier function^13,14^. In vitro and in vivo models showed that Tubby-like protein 3 (TULP3) acts as a critical adapter protein for the ciliary trafficking of transmembrane proteins (e.g., polycystins, fibrocystin and a subset of G protein-coupled receptors (GPCRs)), and membrane-associated proteins (e.g., ADP-ribosylation factor-like protein 13B (ARL13B) and inositol polyphosphate-5-phosphatase E (INPP5E))^15–20^. TULP3-dependent transport of proteins to the ciliary membrane requires its binding to the intraflagellar transport protein complex A (IFT-A) and phosphoinositide 4,5-bisphosphate (PI(4,5)P_2_)^16,18,21^. While PI(4,5)P_2_ is restricted to the ciliary base, PI(4)P localizes to the ciliary axoneme^22,23^. Loss of the Joubert syndrome-associated INPP5E leads to mislocalization of PI(4,5)P_2_ along the cilium. Subsequently, the disruption of the ciliary barrier function results in accumulation of TULP3 and its binding partner GPR161 to the ciliary membrane^24,25^. Homozygous loss of TULP3 in mice causes defective neural tube closure, polydactyly and eventually results in embryonic lethality^26^. Furthermore, *Tulp3* knockout mice display an expansion in Hedgehog (HH) signalling related gene expression revealing that TULP3 functions as a negative regulator of the HH signalling pathway^27–29^. Mice carrying a hypomorph missense mutation in *Tulp3* develop late embryonic kidney cysts, skeletal deformities and neural patterning defects^17^. While cilia formation and morphology in these mice are not affected, the ciliary axoneme transport of Polycystin-2 and ARL13B is reduced. In individuals affected by progressive degenerative liver fibrosis, fibrocystic kidney disease and hypertrophic cardiomyopathy, we and others have previously identified bi-allelic deleterious variants in *TULP3*^30,31^. Ciliary trafficking of TULP3 cargo proteins was significantly reduced in TULP3 patient derived cells. While previous reports demonstrated a negative regulatory function of TULP3 on HH signalling, in a patient carrying a hypomorph mutation in TULP3 we found increased wingless/integrated (WNT) and Janus kinase/signal transduction and transcription activation (JAK/STAT) signalling^27,28,30^. Notably, recent research indicates that dysfunctional cilia act as important mediators of fibrosis in various tissues and organs via upregulation of distinct signalling pathways (HH, WNT, TGFβ, NOTCH and JAK/STAT signalling)^32–39^.

To study TULP3 in vivo functions in greater detail, we here used the zebrafish as a vertebrate model organism. We show that the knockdown of Tulp3 resulted in well-known ciliopathy-related phenotypes as well as defective ciliogenesis during zebrafish embryogenesis^40^. We could further validate these embryonic phenotypes in a previously generated CRISPR/Cas9-induced maternal-zygotic (MZ) *tulp3* knockout zebrafish line^30^. We have recently shown that homozygous *tulp3* knockout zebrafish developed into adulthood, but in this phase developed liver fibrosis and kidney cysts, a phenomenon similar to that observed in human patient phenotypes^30^. We now additionally documented spinal deformity in adult *tulp3* mutant zebrafish. Our analysis in MZ*tulp3* embryos revealed no obvious defects in the formation of the cilia-dependent Reissner fiber (RF), a structure that is implicated in proper body axis morphogenesis in zebrafish^41,42^. However, we identified dysregulation of RF-induced expression of *urotensin 2-related peptide 1* (*urp1*) in ventral cerebrospinal fluid contacting neurons (CSF-cNs) in MZ*tulp3* embryos, encoding for a neuropeptide that is involved in zebrafish axis straightness^43–49^. Our expression analyses of various cilia-related signalling pathway components revealed upregulation of profibrotic Wnt and Jak/Stat signalling, while Hh signalling was unaffected. Furthermore, in Tulp3 depleted embryos we observed upregulation of genes related to liver fibrosis^50^. Altogether, we here show that the loss of Tulp3 causes defects in ciliary function during early zebrafish development that eventually lead to liver fibrosis, cystic kidney disease and scoliosis in adult animals.

## Results

### Knockdown of Tulp3 results in ciliopathy-associated phenotypes during zebrafish embryogenesis

We used zebrafish as a vertebrate model organism to study a potential ciliary role of Tulp3 during embryonic development. While *tulp3* expression by whole-mount in situ hybridization (WISH) was not present, our previous analysis by semi-quantitative RT-PCR did identify *tulp3* expression during zebrafish embryogenesis^30^. We performed a Morpholino (MO)-based knockdown approach by using a translation-blocking MO (TB-MO) and two different splicing-blocking MOs (SB-MO) targeting the initiation codon of zebrafish *tulp3* mRNA and different exon-intron boundaries of zebrafish *tulp3* pre-mRNA, respectively (Fig. 1A-C). Embryos injected with either TB-MO *tulp3*, SB1-MO *tulp3* or SB2-MO *tulp3* revealed well-known ciliopathy-associated phenotypes such as pronephric cyst formation, otolith deposition defects, varying degrees of ventral body curvature and defective left-right (LR) asymmetry (analysed by the position of the heart looping) at 2 days post-fertilization (dpf) (Fig. 1D-O). None of these phenotypes were observed in embryos injected with a Control-MO. Co-injection of human *TULP3* mRNA and either TB-MO *tulp3*, SB1-MO *tulp3* or SB2-MO *tulp3* significantly prevented the observed phenotypes of Tulp3 morphant embryos, thus confirming MO specificity. Taken together, these results indicate a specific function for Tulp3 in cilia formation and/or function in zebrafish embryogenesis.

**Fig. 1:**
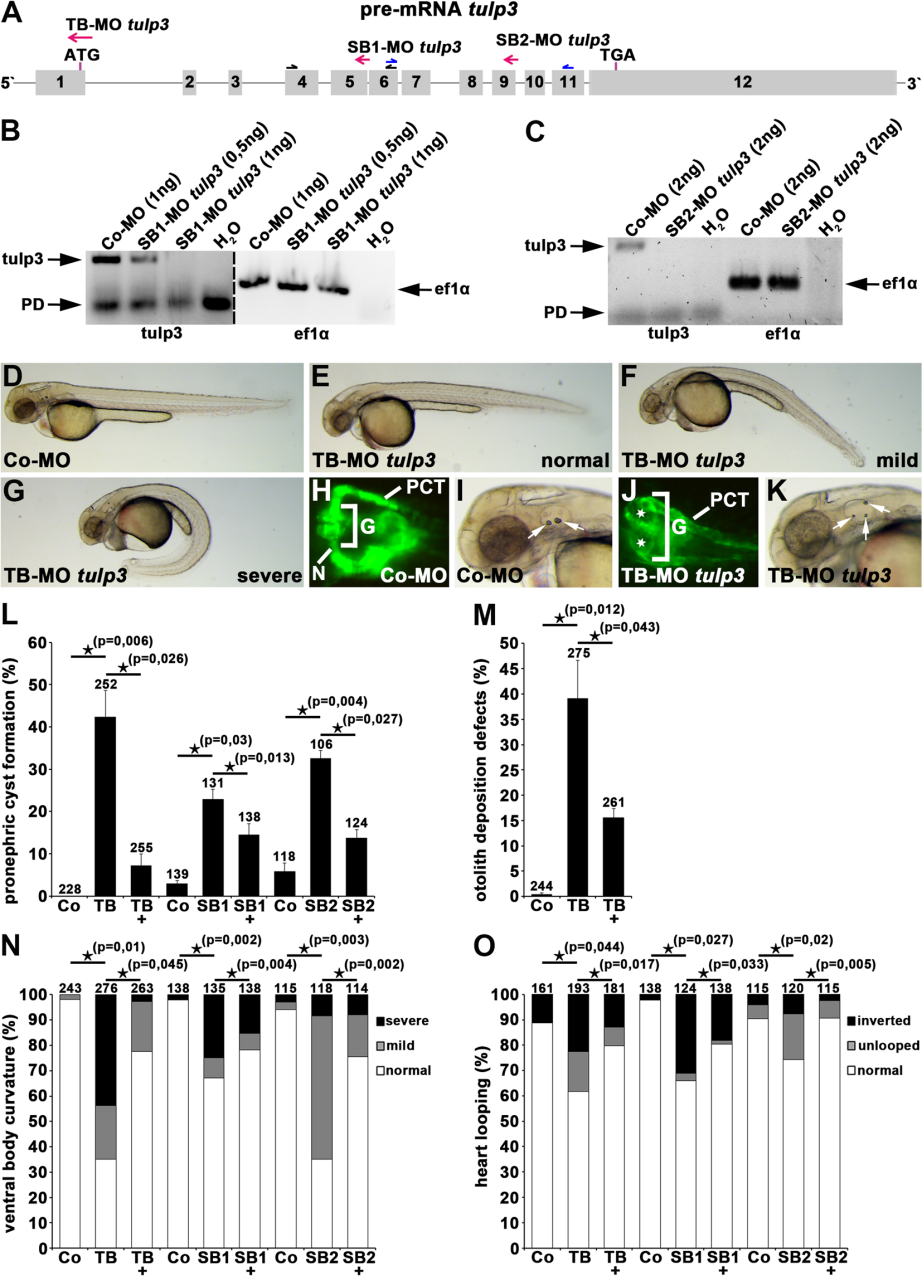
Tulp3 knockdown analyses of cilia-related phenotypes during zebrafish embryogenesis. **(A)** Exon-intron structure (drawn to scale) of *tulp3* in zebrafish (Ensembl Transcript ID: ENSDART00000093236.6). Translation start codon (ATG), termination codon (TGA), TB-MO *tulp3*, SB1-MO *tulp3* and SB2-MO *tulp3* are indicated. Black and blue half arrows indicate primer pairs used for analysis of SB1-MO *tulp3* and SB2-MO *tulp3* efficiency, respectively. **(B**,** C)** Expression analysis of *tulp3* using semi-quantitative RT-PCR on cDNA of Co-MO (1ng) or SB1-MO *tulp3* (0,5 or 1ng) injected embryos **(B)** and Co-MO (2ng) or SB2-MO *tulp3* (2ng) injected embryos, respectively **(C)**; while an exon exclusion is not detectable upon injection of SB1-MO *tulp3* or SB2-MO *tulp3*, respectively, the highly reduced wildtype PCR products compared to the control indicate an (partial) intron insertion through cryptic splice site activation that might not be detectable by utilized PCR conditions. Black arrows point to tulp3 and ef1α PCR products, respectively; Primer dimer (PD). H_2_O served as negative control and ef1α as loading control; dividing lines in **(B)** indicate different contrast from different parts of the same gel image. **(D-G)** Bright-field images of zebrafish embryos at 2dpf injected with Co-MO (2ng) **(D)** or TB-MO *tulp3* (2ng) **(E-G)**. In comparison to Co-MO injected embryos, injection of TB-MO *tulp3* leads to different degrees of ventral body curvature. **(H–K)** Knockdown of Tulp3 leads to pronephric cyst formation (white stars in **(J)**) and otolith deposition defects (white arrows in **(K)**) at 2dpf as shown in a dorsal view with anterior to the left of a TB-MO *tulp3* (2ng) injected *li1Tg* embryo **(J)**, and an embryo shown in a bright-field image **(K)**, respectively, in comparison to Co-MO (2ng) injected embryos **(H**,** I)**; expression of EGFP fluorescence labels glomerulus (G), neck (N) and proximal convoluted tubule (PCT). **(L)** Quantification of pronephric cyst formation in 2dpf zebrafish embryos injected with Co-MO (2ng) (4 independent experiments; *n* = 31, *n* = 63, *n* = 52 and *n* = 82 analysed embryos, respectively), TB-MO *tulp3* (2ng) (*n* = 35, *n* = 79, *n* = 57 and *n* = 81), TB-MO *tulp3* (2ng) + *HTULP3* mRNA (5pg) (*n* = 54, *n* = 71, *n* = 57 and *n* = 73) or Co-MO (0,5 ng) (3 independent experiments; *n* = 46, *n* = 46 and *n* = 47), SB1-MO *tulp3* (0,5 ng) (*n* = 41, *n* = 44 and *n* = 46), SB1-MO *tulp3* (0,5 ng) + *HTULP3* mRNA (5pg) (*n* = 46, *n* = 46 and *n* = 46) or Co-MO (2ng) (3 independent experiments; *n* = 42, *n* = 39 and *n* = 37), SB2-MO *tulp3* (2ng) (*n* = 31, *n* = 37 and *n* = 38), SB2-MO *tulp3* (2ng) + *HTULP3* mRNA (5pg) (*n* = 41, *n* = 41 and *n* = 42). **(M)** Quantification of otolith deposition defects in 2dpf zebrafish embryos injected with Co-MO (2ng) (4 independent experiments; *n* = 42, *n* = 70, *n* = 50 and *n* = 82 analysed embryos, respectively), TB-MO *tulp3* (2ng) (*n* = 44, *n* = 79, *n* = 71 and *n* = 81), TB-MO *tulp3* (2ng) + *HTULP3* mRNA (5pg) (*n* = 56, *n* = 71, *n* = 56 and *n* = 78). **(N)** Quantification of ventral body curvature in 2dpf zebrafish embryos injected with Co-MO (2ng) (4 independent experiments; *n* = 41, *n* = 70, *n* = 50 and *n* = 82 analysed embryos, respectively), TB-MO *tulp3* (2ng) (*n* = 40, *n* = 80, *n* = 72 and *n* = 84), TB-MO *tulp3* (2ng) + *HTULP3* mRNA (5pg) (*n* = 57, *n* = 71, *n* = 56 and *n* = 79) or Co-MO (0,5ng) (3 independent experiments; *n* = 46, *n* = 46 and *n* = 46), SB1-MO *tulp3* (0,5ng) (*n* = 43, *n* = 46 and *n* = 46), SB1-MO *tulp3* (0,5ng) + *HTULP3* mRNA (5pg) (*n* = 46, *n* = 46 and *n* = 46) or Co-MO (2ng) (3 independent experiments; *n* = 42, *n* = 39 and *n* = 34), SB2-MO *tulp3* (2ng) (*n* = 42, *n* = 40 and *n* = 36), SB2-MO *tulp3* (2ng) + *HTULP3* mRNA (5pg) (*n* = 38, *n* = 40 and *n* = 36). **(O)** Quantification of altered heart looping in 2dpf zebrafish embryos injected with Co-MO (2ng) (3 independent experiments; *n* = 41, *n* = 70 and *n* = 50 analysed embryos, respectively), TB-MO *tulp3* (2ng) (*n* = 43, *n* = 79 and *n* = 71), TB-MO *tulp3* (2ng) + *HTULP3* mRNA (5pg) (*n* = 56, *n* = 70 and *n* = 55) or Co-MO (0,5ng) (3 independent experiments; *n* = 46, *n* = 46 and *n* = 46), SB1-MO *tulp3* (0,5ng) (*n* = 43, *n* = 35 and *n* = 46), SB1-MO *tulp3* (0,5ng) + *HTULP3* mRNA (5pg) (*n* = 46, *n* = 46 and *n* = 46) or Co-MO (2ng) (3 independent experiments; *n* = 42, *n* = 39 and *n* = 34), SB2-MO *tulp3* (2ng) (*n* = 41, *n* = 39 and *n* = 40), SB2-MO *tulp3* (2ng) + *HTULP3* mRNA (5pg) (*n* = 39, *n* = 40 and *n* = 36); total number of embryos used for analyses are shown above respective bar. Unprocessed gel images **(B** and **C**, respectively**)** are presented in Suppl. Figure 7.

### Tulp3 knockout zebrafish present with ciliopathy-associated phenotypes during embryogenesis and adulthood

We previously analysed and described a CRISPR/Cas9-induced *tulp3* zebrafish knockout (*tulp3*^*uf3/*uf3^) presenting with severe liver and kidney phenotypes in adulthood^30^. We now focused on the effects of Tulp3 depletion on potential ciliopathy-associated phenotypes during zebrafish embryogenesis. Our analysis identified statistically significant pronephric cyst formation, defective LR-asymmetry (analysed by the position of the pancreas) and varying degrees of ventral body curvature in MZ *tulp3* knockout embryos at 2dpf; but we did not observe a statistical difference in otolith deposition (Fig. 2A-L). Injection of human *TULP3* mRNA into one-cell stage MZ*tulp3* embryos significantly prevented the observed phenotypes, confirming Tulp3 knockout specificity. Recent studies in zebrafish revealed that proper body axis morphogenesis relies on cilia-dependent formation of the RF, an acellular and filamentous structure that is present in the CSF^42,43^. In addition, Urp1 and Urp2, neuropeptides that are expressed in CSF-cNs, play a crucial role in signalling downstream of the RF in zebrafish^43–49^. Hence, we performed double whole-mount immunostainings on 2dpf old MZ*tulp3* embryos presenting with either a straight body axis or with a curvature phenotype, and respective control embryos using antibodies for RF and for the ciliary marker acetylated Tubulin. Our results revealed no obvious defects in RF formation in MZ*tulp3* embryos compared to the control at 2dpf (Fig. 3A). However, expression analyses of *urp* genes by WISH and quantitative real-time PCR (qPCR) studies revealed significantly reduced expression of *urp1* in MZ*tulp3* embryos compared to the control at 28 h post-fertilization (hpf) and 2dpf, respectively, while *urp2* expression was not significantly affected (Fig. 3B, C). In addition, analyses of adult *tulp3*^*uf3/*uf3^ zebrafish revealed ciliopathy-related spinal deformity compared to the respective heterozygous *tulp3* knockout or control siblings (Fig. 3D, E). In summary, these results indicate a role of Tulp3 in ciliogenesis, and most Tulp3 knockout data is in line with our Tulp3 knockdown data.

**Fig. 2:**
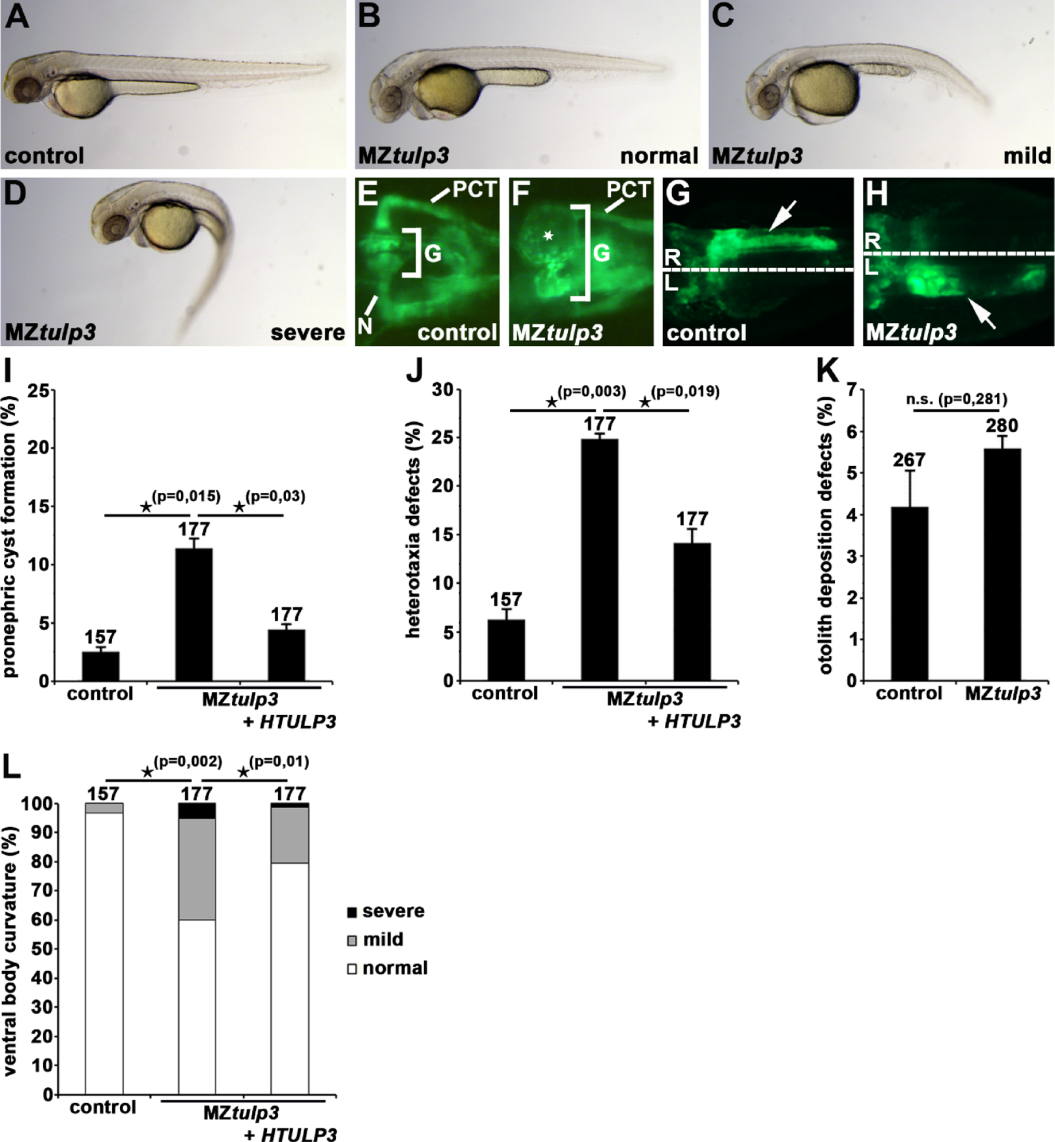
Tulp3 knockout analyses of cilia-related phenotypes during zebrafish embryogenesis.** (A-D)** Bright-field images of MZ*tulp3* embryos **(B-D)** and respective control embryo **(A)** at 2dpf. In comparison to the control embryos, MZ*tulp3* embryos display different degrees of ventral body curvature. **(E–K)** Knockout of Tulp3 leads to pronephric cyst formation (white star in **(F)**) and altered positioning of the exocrine pancreas (white arrow in **(H)**) at 2dpf as shown in a dorsal view with anterior to the left of a MZ*tulp3; li1Tg* embryo, respectively, in comparison to control embryos **(E**,** G)**; expression of EGFP fluorescence labels glomerulus (G), neck (N), proximal convoluted tubule (PCT) and exocrine pancreas. **(I)** Quantification of pronephric cyst formation in control embryos (3 independent experiments; *n* = 39, *n* = 59 and *n* = 59 analysed embryos, respectively), MZ*tulp3* embryos (*n* = 59, *n* = 59 and *n* = 59) and MZ*tulp3* embryos + *HTULP3* (*n* = 59, *n* = 59 and *n* = 59) at 2dpf. **(J)** Quantification of altered positioning of the exocrine pancreas in control embryos (3 independent experiments; *n* = 39, *n* = 59 and *n* = 59 analysed embryos, respectively), MZ*tulp3* embryos (*n* = 59, *n* = 59 and *n* = 59) and MZ*tulp3* embryos + *HTULP3* (*n* = 59, *n* = 59 and *n* = 59) at 2dpf. **(K)** Quantification of otolith deposition defects in control embryos (3 independent experiments; *n* = 101, *n* = 83 and *n* = 83 analysed embryos, respectively) and MZ*tulp3* embryos (*n* = 76, *n* = 92 and *n* = 112) at 2dpf. **(L)** Quantification of ventral body curvature in control embryos (3 independent experiments; *n* = 39, *n* = 59 and *n* = 59 analysed embryos, respectively), MZ*tulp3* embryos (*n* = 59, *n* = 59 and *n* = 59) and MZ*tulp3* embryos + *HTULP3* (*n* = 59, *n* = 59 and *n* = 59) at 2dpf; total number of embryos used for analyses are shown above respective bar.

**Fig.3:**
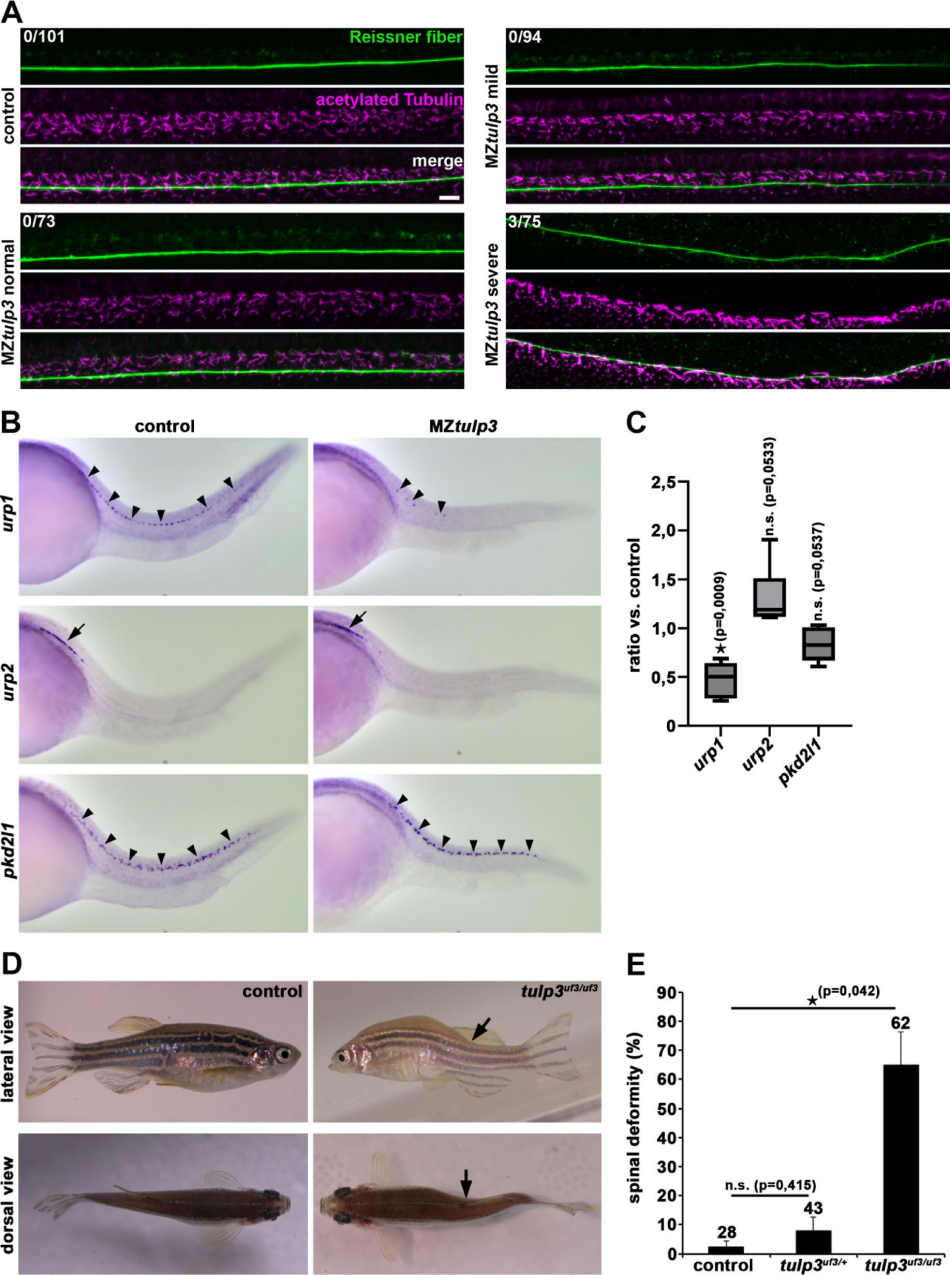
Tulp3 knockout results in decrease of *urp1* expression and scoliosis during zebrafish development. (A) Representative confocal images of MZ*tulp3* embryos (without curvature phenotype (normal), mild and severe ventral body curvature) and respective control embryos at 2dpf immunostained with anti-RF and anti-acetylated Tubulin as a ciliary marker. Loss of Tulp3 results in no obvious defects in RF formation compared to the control. Numbers represent embryos displaying RF disorganization and embryos that have been analysed in total from 3 independent experiments (control: *n* = 33, *n* = 42 and *n* = 26; MZ*tulp3* (normal): *n* = 11, *n* = 38 and *n* = 24; MZ*tulp3* (mild): *n* = 30, *n* = 28 and *n* = 36; MZ*tulp3* (severe): *n* = 22, *n* = 28 and *n* = 25). Scale bar: 10 μm. **(B)** WISH analysis reveals reduced *urp1* expression in ventral CSF-cNs (black arrowheads) of MZ*tulp3* embryos (presenting with a ventral curvature phenotype) compared to the control at 28hpf. Expression levels of *urp2* (black arrow) and *pkd2l1* (black arrowheads; serves as a control as its expression in CSF-cNs has been shown to be unaffected in ciliary mutants^43,48)^ are comparable between MZ*tulp3* and control embryos at 28hpf. **(C)** qPCR analysis reveals unaltered expression of *urp2* and *pkd2l1* while *urp1* expression was significantly reduced in MZ*tulp3* embryos compared to the respective control at 2dpf. **(D**,** E)** Representative images (lateral and dorsal views) and quantification of adult (18 months) *tulp3* mutant zebrafish displaying scoliosis phenotypes (black arrows) in comparison to the respective control analysed from 3 independent breedings (control: *n* = 15, *n* = 13 and *n* = 0; heterozygous *tulp3* mutant: *n* = 29, *n* = 6 and *n* = 8; homozygous *tulp3*: *n* = 15, *n* = 40 and *n* = 7); total number of adult fish used for analyses are shown above respective bar.

### Tulp3 deficiency results in defective ciliogenesis and disrupted cilia-related signalling

Previous data demonstrated reduced ciliary length in various Tulp3 deficient or depleted cell types^20^. In order to analyse cilia formation in Tulp3 morphant and mutant zebrafish embryos we performed acetylated Tubulin immunostaining to visualize the cilia in the Kupffer’s vesicle (the organ of laterality in zebrafish) at the stage of 8 somites. Quantification revealed statistically significant reduced ciliary length in Tulp3 deficient and depleted embryos compared to the respective controls (Fig. 4A-H). In addition, the number of cilia was significantly reduced in MZ*tulp3* embryos compared to the control (Fig. 4I). Transmission electron microscopy (TEM) studies of motile cilia in the pronephric tubules revealed normal ciliary architecture with nine outer doublet microtubules surrounding a central pair of singlet microtubules in control as well as MZ*tulp3* embryos (Fig. 4J-L). We also performed qPCR and WISH analyses to analyse cilia-dependent signalling pathways in Tulp3 deficient and depleted embryos at 1dpf. While Hh signalling was unaffected, we observed an upregulation of Wnt and Jak/Stat signalling pathway components in Tulp3 morphant and mutant embryos compared to the respective controls (Fig. 5A-C). In addition, we performed RNA sequencing (RNA-Seq) analyses on MZ*tulp3* embryos in comparison to the control at 2dpf. 

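Total RNA of whole embryos was sequenced in 2 control libraries and 2 MZ*tulp3* libraries at 2 dpf, each group as biological replicates 1 and 2, after enrichment for poly(A) RNA. The MZ*tulp3* embryos were those with severe ventral curvature. The authors counted reads per gene with RSEM and divided each library by its DESeq2 size factor, and the values they deposited are these normalized counts, although the columns are named counts. Whole reads were recovered from them for 100% of the values, since each library holds whole numbers multiplied by 1 constant. On genes, 23671842 and 24590277 reads were counted in control replicates 1 and 2, and 22589725 and 29735214 in MZ*tulp3* replicates 1 and 2. The 13 mitochondrial genes took 57.9% and 40.95% of the reads in the control replicates and 52.6% and 71.05% in the MZ*tulp3* replicates, with 95% Wilson intervals of at most 0.0206 percentage points to either side. At least 1 read fell on 14750 and 15698 genes in the control replicates and on 14649 and 13277 genes in the MZ*tulp3* replicates. A gene at 0 reads can still be present at up to 3 reads, or 1.98 to 3.54 normalized counts by library. These intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules. For genes with a mean of 50 to 100 normalized counts, the SD between replicates, as the root of its mean square over genes, was 70.8% of the mean in control and 90.9% in MZ*tulp3* embryos (n = 2 libraries each). It fell to 29.6% and 26.3% for genes with a mean of 1000 to 2000. Genes were kept if they reached 10 normalized counts in at least 2 libraries, and a pseudocount of 2 was added before the log2 scale. MZ*tulp3* was compared with control by limma's moderated test with a trend in the variance and Benjamini-Hochberg adjustment over the 14674 genes kept. Pathways were tested with limma's camera test, at a preset correlation of 0.01 between genes, on 19 lists of zebrafish genes fixed before the data were examined. The ranges of adjusted p for single genes cover the other tests and filters without a term for the replicate number. Without a model across genes, a permutation of 2 libraries against 2 cannot go below a two-sided p of 0.333.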

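The authors' gene sets were not used here, and lists written from zebrafish gene symbols took their place. Of 100 Wnt pathway components, from ligands and receptors to β-catenin and its partners, 60 passed the filter on low values. Their median log2 fold change in MZ*tulp3* embryos was 0.15, with 34 genes higher and 26 lower than in control. The list was not past the threshold of 0.05 (adjusted p = 0.583 from limma's camera test with Benjamini-Hochberg adjustment over the lists, and 0.186 to 0.992 over its alternatives). The libraries overlapped, since control replicate 2 stood higher in these genes than both MZ*tulp3* replicates. The median changed direction to -0.11 without control replicate 1, and it was 0.48 without MZ*tulp3* replicate 1 and 0.30 without MZ*tulp3* replicate 2. Among the tests and filters, it moved most when only genes with at least 10 normalized counts in every library were kept, to 0.28. Of its genes, 0 were past the threshold by limma when adjusted over all genes tested and 0 when adjusted over the list alone, while 12 had an unadjusted p under 0.05 and DESeq2 called 1. Of 42 Hh pathway components, 34 were tested, with a median log2 fold change of 0.15, 21 genes higher and 13 lower (adjusted p = 0.218 from limma's camera test, and 0.186 to 0.566 over its alternatives). Both MZ*tulp3* replicates stood above both control replicates in this list. Its median was 0.56 without MZ*tulp3* replicate 1, 0.43 without MZ*tulp3* replicate 2 and 0.26 without control replicate 1. Again 0 genes were past the threshold by limma adjusted over all genes or adjusted over the list alone, 3 had an unadjusted p under 0.05 and DESeq2 called 1.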

Our results revealed upregulation of Wnt signalling associated pathways in MZ*tulp3* embryos, while Hh signalling was unaffected (Fig. 5D, Suppl. Figures 1 and 2).

**Fig. 4:**
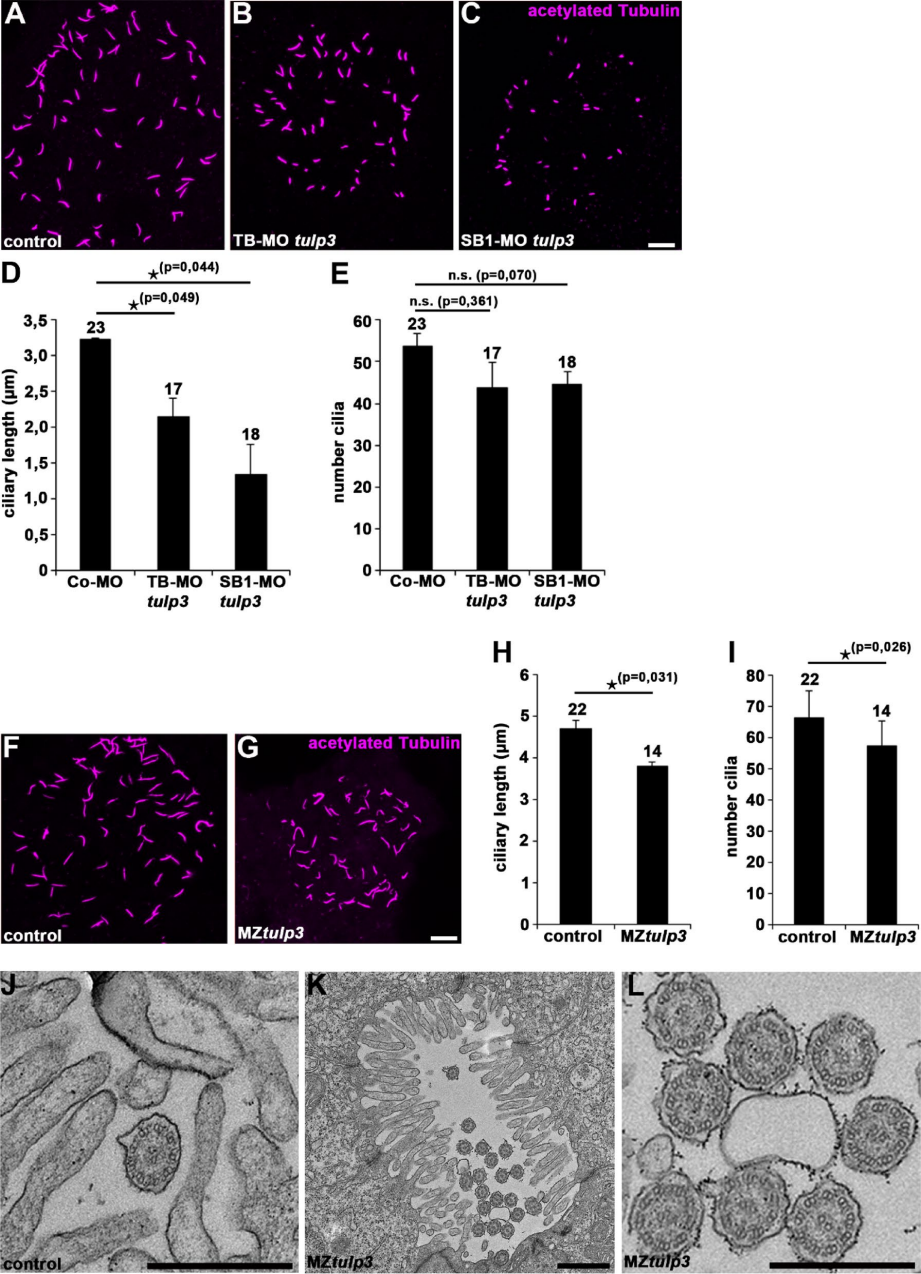
Tulp3 deficiency results in defective cilia formation and function in zebrafish.** (A-C)** Representative confocal images of the Kupffer’s vesicle of Co-MO (2ng) **(A)**, TB-MO *tulp3* (2ng) **(B)** or SB1-MO *tulp3* (0,5ng) **(C)** injected embryos at 8 somites immunostained with anti-acetylated Tubulin as a ciliary marker. Scale bar: 10 μm. **(D**,** E)** Quantification of the ciliary length **(D)** and cilia number **(E)** in the Kupffer’s vesicle of Co-MO (3 independent experiments; *n* = 9, *n* = 7 and *n* = 7 analysed embryos, respectively), TB-MO *tulp3* (*n* = 6, *n* = 4 and *n* = 7) or SB1-MO *tulp3* (*n* = 4, *n* = 6 and *n* = 8) injected embryos at 8 somites; total number of embryos used for analyses are shown above respective bar. **(F**,** G)** Representative confocal images of the Kupffer’s vesicle of MZ*tulp3* embryo **(G)** and respective control embryo **(F)** at 8 somites immunostained with anti-acetylated Tubulin. Scale bar: 10 μm. **(H**,** I)** Quantification of the ciliary length **(H)** and cilia number **(I)** in the Kupffer’s vesicle of control embryos (3 independent experiments; *n* = 7, *n* = 7 and *n* = 8 analysed embryos, respectively) and MZ*tulp3* embryos (*n* = 6, *n* = 4 and *n* = 4) at 8 somites; total number of embryos used for analyses are shown above respective bar. **(J-L)** TEM of pronephric tubule microvilli and motile cilia of control embryos **(J)** and MZ*tulp3* **(K**,** L)** embryos (with severe ventral body curvature) at 5dpf. Scale bars: 500 nm **(J**,** L)**; 1 μm **(K)**.

**Fig. 5:**
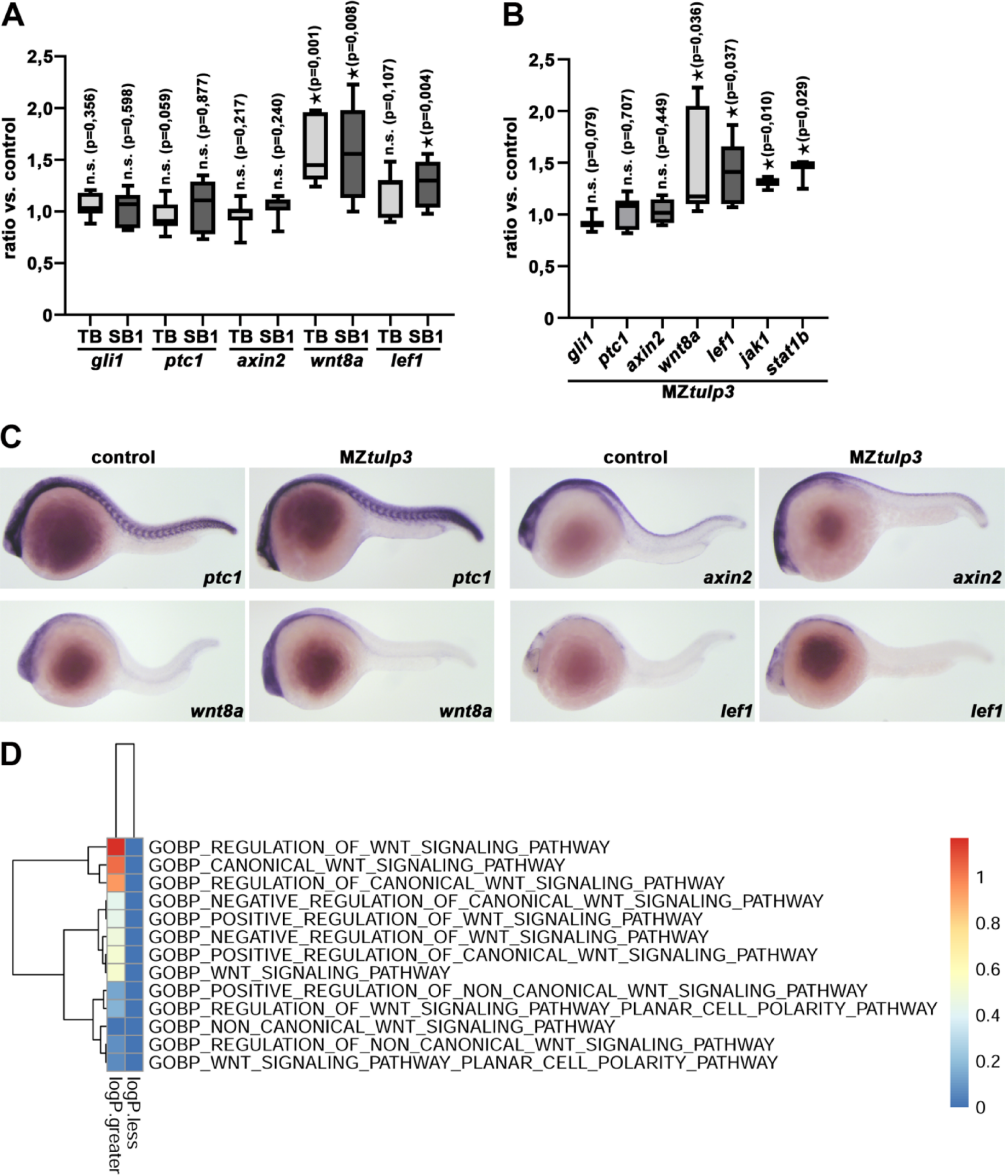
Tulp3 deficiency results in the upregulation of cilia-dependent signalling pathway components in zebrafish. **(A)** qPCR analysis reveals unaltered expression of Hh signalling components (*gli1*, *ptc1*) and Wnt signalling component *axin2* while Wnt signalling components *wnt8a* and *lef1* were upregulated upon TB/SB1-MO *tulp3* mediated knockdown compared to the respective control at 1dpf. **(B)** qPCR analysis reveals unaltered expression of Hh signalling components (*gli1*, *ptc1*) and Wnt signalling component *axin2* while Wnt signalling components *wnt8a* and *lef1* or Jak/Stat signalling components *jak1* and *stat1b* were upregulated in MZ*tulp3* embryos compared to the respective control at 1dpf. **(C)** WISH analyses indicate unaltered expression of Hh signalling component *ptc1* and Wnt signalling component *axin2* while Wnt signalling components *wnt8a* and *lef1* were upregulated in MZ*tulp3* embryos compared to the respective control at 1dpf. **(D)** Heatmap of Wnt signalling pathway associated gene ontology (GO)-terms (biological process, BP) of MZ*tulp3* embryos compared to control embryos at 2dpf. Columns represent up- or downregulated processes in MZ*tulp3* mutant embryos compared to controls.

### Loss of Tulp3 leads to upregulation of genes related to liver fibrosis

Our previous data demonstrated that *tulp3*^*uf3/*uf3^ knockout zebrafish developed liver fibrosis during adulthood^30^. We now aimed to study whether signs of liver fibrosis are already detectable during zebrafish embryogenesis upon loss of Tulp3. Therefore, we performed qPCR and WISH to analyse the expression levels of genes related to liver fibrosis, inflammatory/damage and liver function in MZ*tulp3* embryos compared to the control at 4dpf^50^. Our results revealed significant upregulation of the fibrotic (*hand2* and *acta2*), inflammatory/damage (*tgfß* and *sdf1a*) and function (*gc* and *serpina1*) related genes while expression of liver fibrosis-related gene *col1α1* was not affected (Fig. 6A, B). In addition, our RNA-Seq analyses indicated an increase in fibrosis-related extracellular matrix (ECM) organization and upregulation of Tgfβ-signalling pathway in MZ*tulp3* mutant embryos compared to the control at 2dpf (Fig. 6C, D and Suppl. Figures 3 and 4).

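The list of extracellular matrix genes held 140 symbols, of which 95 were tested. Their median log2 fold change was 0.21, with 57 genes higher and 38 lower in MZ*tulp3* embryos (adjusted p = 0.298 from limma's camera test with Benjamini-Hochberg adjustment, and 0.207 to 0.845 over its alternatives). The MZ*tulp3* replicates both stood above the control replicates. The median was 0.45 without MZ*tulp3* replicate 2, 0.33 without MZ*tulp3* replicate 1 and 0.12 without control replicate 2. Adjusted over all genes tested, 0 of the list's genes were past the threshold, adjusted over the list alone 0 were, and 12 had an unadjusted p under 0.05. The member with the largest difference, *acana*, had 22.1 and 85.2 normalized counts in the control replicates and 0 reads in both MZ*tulp3* replicates, at least 15.4-fold lower, or at least 6.35-fold without control replicate 2 and 24.4-fold without control replicate 1 (adjusted p = 0.379 by limma, and 0.125 to 0.614 over the other tests and filters). DESeq2 called 2 members, *dcn* and *serpinh1b*, which moved in opposite directions and were chosen after their values were seen. The counts of *dcn* were 180 and 194 in the control replicates and 961 and 878 in the MZ*tulp3* replicates, a log2 fold change of 2.28 (standard error 0.40, adjusted p = 0.379 by limma, and 0.00783 to 0.446 over the other tests and filters). For *serpinh1b* they were 1744 and 3038 in control and 629 and 945 in MZ*tulp3* embryos, a log2 fold change of -1.58 (standard error 0.38, adjusted p = 0.379 by limma, and 0.0259 to 0.483 over the other tests and filters). Of 59 Tgfβ pathway components, 42 were tested and had a median log2 fold change of 0.56, with 26 genes higher and 16 lower (adjusted p = 0.200 by camera, and 0.0711 to 0.611 over its alternatives). Relative to each gene's mean, the list stood at 0.10 and -0.27 in the control replicates and at 0.14 and 0.39 in the MZ*tulp3* replicates. The median fell to 0.25 without control replicate 2 and to 0.33 without MZ*tulp3* replicate 2. In this list 0 genes passed the threshold adjusted over all genes tested, 0 adjusted over the list alone, and 3 had an unadjusted p under 0.05. Its largest member, *ltbp3*, had 39.5 and 83.85 normalized counts in control and 0 reads in both MZ*tulp3* replicates, at least 17.7-fold lower, or at least 11.3-fold without control replicate 2 (adjusted p = 0.379 by limma, and 0.0845 to 0.609 over the other tests and filters).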

**Fig. 6:**
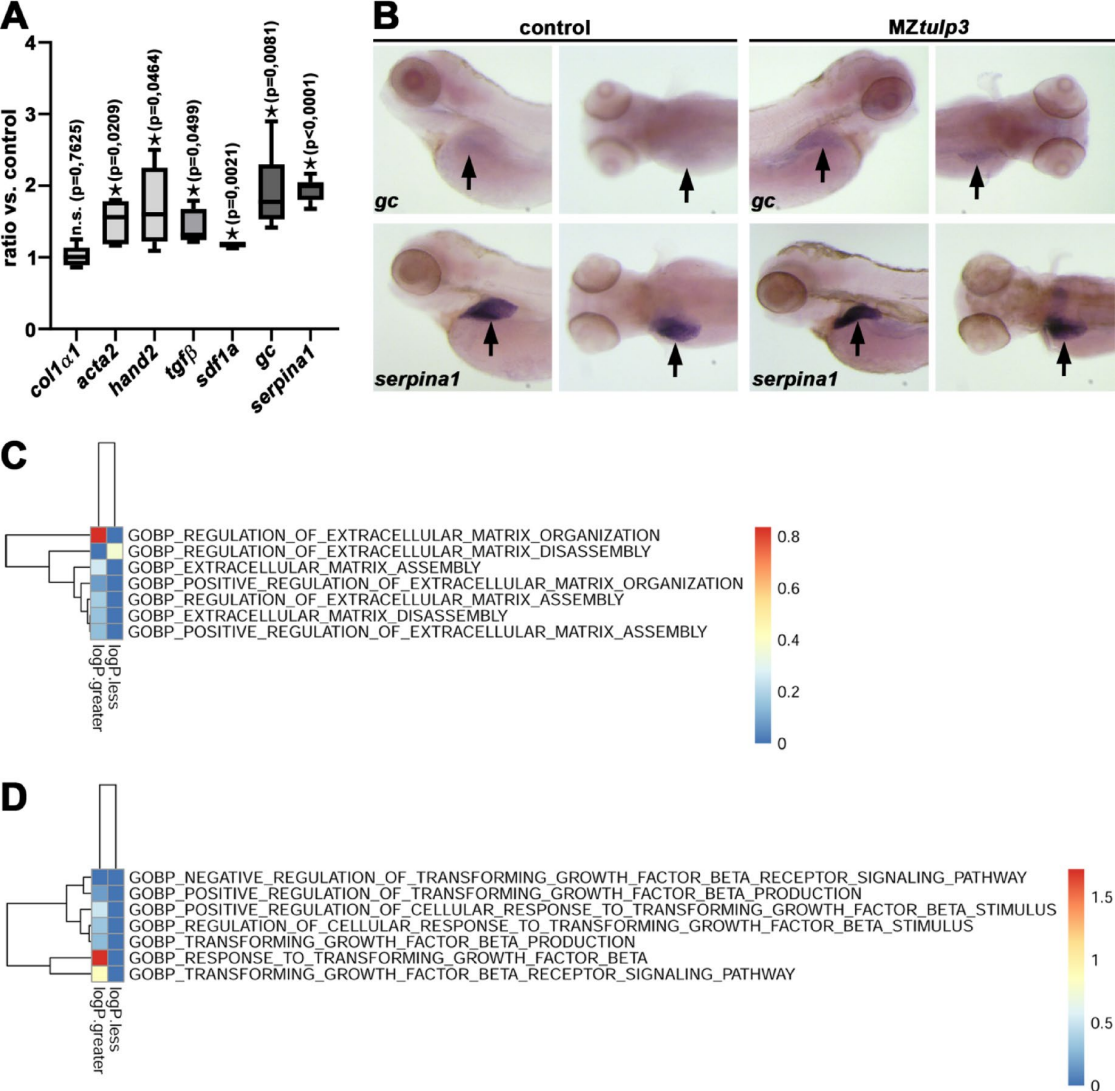
Loss of Tulp3 results in the upregulation of genes related to fibrosis during zebrafish embryogenesis.** (A)** qPCR analysis reveals unaltered expression of *col1α1* while genes related to liver-fibrosis (*acta2*, *hand2*), inflammatory/damage (*tgfβ*, *sdf1a*) and liver function (*gc*, *serpina1*) were significantly upregulated in MZ*tulp3* embryos compared to the respective control at 4dpf. **(B)** WISH analyses indicate upregulated expression of *gc* and *serpina1* in the liver (black arrow) in MZ*tulp3* embryos compared to the respective control at 4dpf (for each condition a lateral and dorsal view is shown). **(C**,** D)** Heatmaps of ECM organization **(C)** and Tgfβ signalling pathway **(D)** indicate an increase in related biological processes (GOBP) in MZ*tulp3* mutant compared to control embryos at 2dpf. Shown are respective up- or downregulated BPs.

## Discussion

In humans, bi-allelic deleterious variants in *TULP3* are the cause of a progressive degenerative disease affecting the liver, kidney and heart tissue^30,31^. Disease onset, presenting with first signs of liver disease, mostly varies from early childhood to the mid-twenties. The progressive course of TULP3-dependent fibrocystic liver and kidney disease emphasizes that, for the identification of potential targets for therapeutic actions to circumvent or delay organ dysfunction, a detailed understanding of the disease mechanism is very important.

Previous mouse models showed that the loss of TULP3 function results in neural tube closure defects, craniofacial abnormalities, polydactyly and embryonic lethality^26–29^. In contrast to *Tulp3* knockout mice, zygotic *tulp3* knockout zebrafish survive into adulthood even though they developed fibrocystic liver and kidney disease phenotypes^30^. In addition, we now document a scoliosis phenotype in zygotic adult *tulp3* mutants. To further study the progressive character of the disease, we have examined Tulp3 loss of function phenotypes during embryonic stages in zebrafish by using morpholino (MO)-mediated knockdown and CRISPR/Cas9-mediated knockout approaches. Notably, inconsistencies of phenotypes observed either by MO-mediated knockdown or gene-editing-based knockout in zebrafish have been documented by recent reports^51^. A subsequent study identified the activation of a genetic compensation response in mutants but not in morphants^52^. Following up on these observations, a further study reported that genetic compensation is triggered by the generation of unstable mRNAs^53^. Of note, compensation mechanisms and their investigation are likely to be complex and far from being completely understood^54^. Hence, it is widely accepted that gene functional analyses in zebrafish are ideally based on two or more different approaches, complementing knockout strategies with additional genetic tools^55^. We strongly agree with this view and therefore used the MO-mediated knockdown as well as knockout approach to study Tulp3 function in zebrafish embryogenesis. By the majority (except otolith deposition defects), we observe similar phenotypes with differing penetrance/severity between the morphant and mutant data, confirming specificity of our experimental data. Our analyses revealed less severe phenotypes in the MZ*tulp3* mutant embryos compared to *tulp3* morphants. Therefore, we addressed a possible genetic compensation in MZ*tulp3* mutant embryos by analysing gene expression of tulp3 related family members and known interactors by RNA-Seq analysis. However, our results revealed no significant upregulation of selected compensatory candidate genes (Suppl. Figure 5). 

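The 10 genes of Suppl. Fig. 5 were all tested, and 4 were higher and 6 lower in MZ*tulp3* embryos. Normalized counts of *wdr35* were 867 ± 348 (SD, n = 2) in control and 283 ± 75.9 in MZ*tulp3* embryos, a log2 fold change of -1.58 (standard error 0.46, adjusted p = 0.379 by limma with Benjamini-Hochberg adjustment, and 0.12 to 0.483 over the other tests and filters). For *tulp4b* they were 474 ± 20.1 and 180.2 ± 104.6, a log2 fold change of -1.52 (standard error 0.59, adjusted p = 0.379 by limma, and 0.245 to 0.581). Both libraries of MZ*tulp3* lay below both control libraries for these 2 genes, and these were the ones with an unadjusted p under 0.05. Among the higher genes, *arl13b* had 82.2 ± 3.26 normalized counts in control and 219 ± 27.4 in MZ*tulp3* embryos, a log2 fold change of 1.39 (standard error 0.74, adjusted p = 0.484 by limma, and 0.452 to 0.677). The counts of *inpp5e* were 43.1 ± 29.6 and 150.5 ± 54.2, a log2 fold change of 1.89 (standard error 1.13, adjusted p = 0.536 by limma, and 0.376 to 0.76). Both were higher in both MZ*tulp3* libraries than in both control libraries. The other genes, *pkd1a*, *pkd1b*, *ift140*, *wdr19*, *tulp1a* and *tulp4a*, had log2 fold changes from -1.12 to 0.75. Of these, *pkd1a* changed direction without MZ*tulp3* replicate 2 (0.07) and *pkd1b* without MZ*tulp3* replicate 1 (0.41). Without 1 library, *tulp4b* was at -0.89 (MZ*tulp3* replicate 2), *inpp5e* at 1.16 (control replicate 1), *tulp4a* at 0.0254 (control replicate 2) and *wdr19* at -0.0014 (control replicate 1). Other fits moved away from 0. Without control replicate 1, *ift140* was at -2.13, *tulp4a* at 1.47 and *tulp1a* at 0.55, and without control replicate 2 *wdr19* was at -0.83. Without MZ*tulp3* replicate 1, *pkd1a* was at -2.30, and without MZ*tulp3* replicate 2 *pkd1b* was at -1.705 and *ift140* at -1.59. The direction of *ift140* was the opposite without control replicate 2 (1.15) and without MZ*tulp3* replicate 1 (0.61), and that of *tulp1a* without control replicate 2 (-0.33) and without MZ*tulp3* replicate 1 (-0.31). Adjusted over all genes tested 0 of the 10 were past the threshold, and adjusted over the list alone 0 were, with a smallest value of 0.115. As a list their median log2 fold change was -0.45 (adjusted p = 0.952 by camera, and 0.456 to 0.994 over its alternatives), which became 0.05 without MZ*tulp3* replicate 1 and -0.19 without MZ*tulp3* replicate 2. By GAGE's statistic, the mean log2 fold change of the list was 0.04 above the mean over all genes tested. Reads of *tulp3* itself were few, 36 in control replicate 2 and 0 in each of the other libraries, so its level was not detectable in 3 of the 4.

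**Figure D1:**
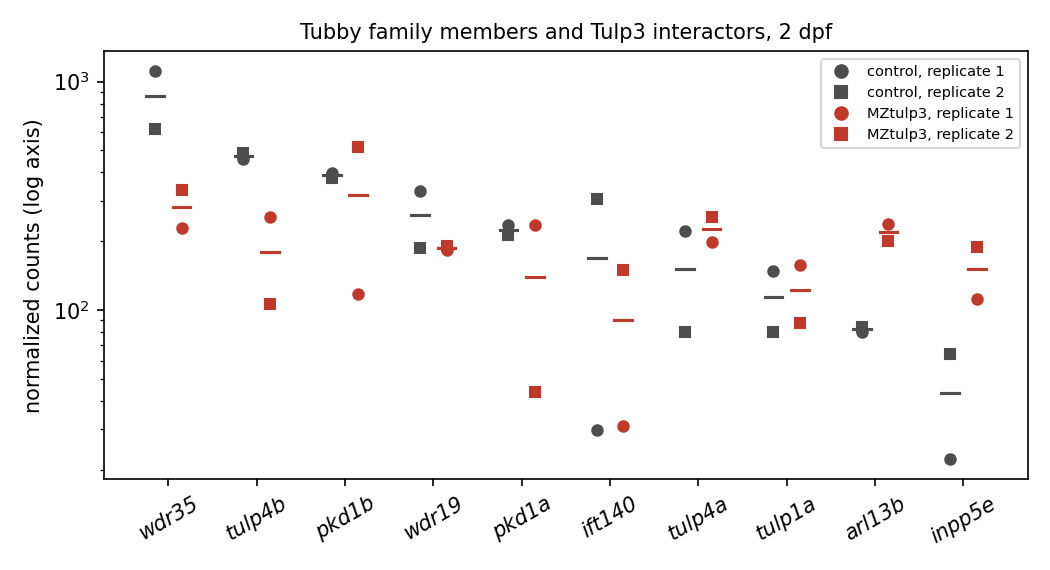
Normalized counts (log axis) of the 10 genes in each library, with control in grey, MZ*tulp3* in red, replicate 1 as circles, replicate 2 as squares and group means as lines. The MZ*tulp3* points of *wdr35* and *tulp4b* lie below the control points, and those of *arl13b* and *inpp5e* lie above them.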

We cannot exclude that other possible genetic compensation mechanisms and/or transcriptional adaptation might be active in MZ*tulp3* mutants and thus is a matter of future investigations. In addition, we cannot exclude the possibility that the MOs induce an off-target effect that enhances the on-target phenotypes.

We here report that Tulp3 deficiency results in various well-known cilia-associated phenotypes. Previous data revealed a reduction in ciliary length in various *Tulp3* knockout cells while the percentage of cilia was normal^20^. In line with these findings, our results revealed a significant reduction in ciliary length in Tulp3 deficient embryos, but also showed that the number of cilia is significantly reduced in *tulp3* knockout embryos. It is noteworthy that our TEM analyses identified an unaffected ciliary architecture in *tulp3* knockout embryos. We also demonstrate that Tulp3 deficiency results in ventral body curvature defects, a phenotype that is linked to dysfunctional cilia. Recent studies identified the importance of cilia-driven cerebrospinal fluid (CSF) flow in transmitting adrenergic signals to CSF-contacting neurons that subsequently promote the synthesis and secretion of Urp1 and Urp2. Subsequently, Urp1/Urp2 bind to and activate their receptor Uts2r3 on dorsal somitic muscles to promote axis straightening. Thus, signals from CSF finally direct dorsal muscle fiber contraction and control proper body axis straightening during early development^42,44,45,48^. Our results revealed significant downregulation of *urp1* in MZ*tulp3*. How Tulp3 deficiency affects *urp1* expression still remains unknown. While we detect perturbation in *urp1* expression and axial curvature phenotypes, our analyses of immunostained embryos followed by confocal microscopy revealed no obvious RF formation defects. Despite the formation of a continuous RF, it is still possible that the CSF signalling is affected in MZ*tulp3* embryos. Notably, a recent study demonstrated a scoliotic model with motile cilia and CSF flow defects but intact RF formation and unaffected *urp* gene expression showing that the curvature onset occurs independently of RF loss in this model^56^. In addition, neuro-inflammation has been described in a small subset of zebrafish IS models^57,58^. Conclusively, recent studies identified a variety of factors that lead to scoliosis but several aspects in respect to the regulatory mechanisms underlying spinal deformity still remain unknown and need to be addressed in future studies. Recent analyses of cilia-dependent signalling pathways in *Tulp3* mutant mice identified TULP3 as a negative regulator of the HH signalling pathway^27–29^. In MZ*tulp3* mutant zebrafish embryos we did not detect defects in Hh target genes *gli1* or *ptc1* and RNA-Seq analyses showed no dysregulation in key target genes of Hh signalling. 

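Normalized counts of *gli1* were 227 ± 19.3 (SD, n = 2) in control and 167 ± 81.1 in MZ*tulp3* embryos at 2 dpf, a log2 fold change of -0.53 (standard error 0.66, adjusted p = 0.784 by limma with Benjamini-Hochberg adjustment, and 0.745 to 0.97 over the other tests and filters). The 2 libraries of MZ*tulp3* lay on either side of the lower control library, at 224 and 109.8, and the log2 fold change was -1.03 without MZ*tulp3* replicate 1 and -0.016 without MZ*tulp3* replicate 2. For *ptch1*, the gene of *ptc1*, they were 69.9 ± 72.7 in control and 184 ± 15.0 in MZ*tulp3* embryos, a log2 fold change of 1.89 (standard error 1.14, adjusted p = 0.54 by limma, and 0.372 to 0.833). It was 0.59 without control replicate 2 and 3.181 without control replicate 1, since the control replicates had 121 and 18.5 normalized counts. Of 14 Hh target genes, 12 were tested, 3 of them higher and 9 lower, with a median log2 fold change of -0.54 (adjusted p = 0.614 by camera, and 0.456 to 0.992 over its alternatives). The libraries overlapped, and without MZ*tulp3* replicate 2 the median changed direction to 0.14, while without control replicate 2 it was -0.24. The count past the threshold was 0 adjusted over all genes tested and 0 adjusted over the list alone, with 0 genes at an unadjusted p under 0.05.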

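Among the Hh pathway components, *ttc23* (ENSDARG00000022160) differed most between the groups. It had 0 and 1 reads in control replicates 1 and 2, and 84 and 216 reads in MZ*tulp3* replicates 1 and 2. This corresponds to 96.2 and 255 normalized counts in MZ*tulp3* embryos against a control group at or under the limit of 3 reads, so *ttc23* was at least 72.1-fold higher, or at least 39.5-fold without MZ*tulp3* replicate 2. These bounds cover counting error only. Genes with many reads elsewhere were at 0 in 1 library more often than the number of reads explains. Both MZ*tulp3* libraries were above both control libraries. By limma the gene was not past the threshold of 0.05 (adjusted p = 0.379 with Benjamini-Hochberg adjustment over all genes, and 0.272 adjusted over the list alone). DESeq2 on the recovered reads gave the smallest adjusted p over the other tests and filters, 0.00264, and their largest was 0.519. The authors' deposited table gives the same adjusted p of 0.00264 for it.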

Notably, we observed a significant increase in the ciliary TZ protein encoding gene *ttc23* in MZ*tulp3* mutant embryos that will need further validation. In addition, TTC23 has been described to participate in Hh signalling^59^. In Tulp3 morphant and MZ*tulp3* mutant embryos we found a significant increase in expression of profibrotic Wnt and Jak/Stat signalling components. Furthermore, our RNA-Seq analysis underlined the upregulation of Wnt associated signalling pathways in MZ*tulp3* mutant embryos. 

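Genes that canonical Wnt signalling induces were tested as a list of their own, of which 12 of 17 passed the filter. Their median log2 fold change was 0.20, with 7 genes higher and 5 lower (adjusted p = 0.282 from limma's camera test with Benjamini-Hochberg adjustment, and 0.258 to 0.621 over its alternatives). In this list both MZ*tulp3* libraries were higher than both control libraries. The median was -0.06 without control replicate 2, and 0.70, 0.44 and 0.33 without MZ*tulp3* replicate 1, MZ*tulp3* replicate 2 and control replicate 1. *nkd1*, an inhibitor that the pathway induces, had the largest difference in this list and among the pathway components. Its normalized counts were 24.6 ± 21.2 (SD, n = 2) in control and 387 ± 125 in MZ*tulp3* embryos, a log2 fold change of 4.11 (standard error 1.08). Both MZ*tulp3* libraries were above both control libraries (adjusted p = 0.379 by limma, and 0.00846 by DESeq2 to 0.483 over the other tests and filters). It was the 1 target gene with an unadjusted p under 0.05, and 0 genes were past the threshold adjusted over all genes tested or adjusted over the list alone, where *nkd1* had 0.0794. From the Wnt terms of Fig. 5D and Suppl. Fig. 1, the paper concludes that Wnt associated signalling is upregulated in MZ*tulp3* embryos. Its conclusion also rests on qPCR and in situ hybridization at 1 dpf, where *wnt8a* and *lef1* were higher and *axin2* was unaltered.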

Notably, these in vivo results are in perfect line with our previous in vitro data of a *TULP3* variant carrying individual that demonstrated unaltered HH signalling but an upregulation of WNT and JAK/STAT signalling components^30^. Thus, the contradictory results indicate that TULP3 has different functions in the context of cilia-related signalling pathways that have been analysed in human and the model organisms zebrafish and mouse. Dysregulation of WNT and JAK/STAT signalling have been linked to fibrosis of major organs and cystic kidney disease, phenotypes that we observed in adult homozygous *tulp3* mutants^30,60–62^. We also examined if signs of liver fibrosis are already detectable in Tulp3 deficient embryos. Indeed, we observed that genes related to liver fibrosis are upregulated in MZ*tulp3* embryos, which is in line with our observation of liver fibrosis in adult homozygous *tulp3* mutants^30^. Noteworthy, our RNA-Seq analyses further indicated an increase of various oncogenic and profibrotic cell processes, comparable to results that we previously reported in a *TULP3*-affected individual (Suppl. Figure 6)^30^.

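Lists of 7 processes that Suppl. Fig. 6 shows were tested, and the median log2 fold change was above 0 in each of them, under each scaling and with each library left out. Epithelial-mesenchymal transition (59 genes) had a median of 0.53, with 47 genes higher and 12 lower (adjusted p = 0.00764 by camera with Benjamini-Hochberg adjustment, and 0.00197 to 0.566 over its alternatives). Coagulation and liver-secreted proteins (38 genes) had a median of 0.82, with 25 higher and 13 lower (adjusted p = 0.0416 by camera, and 0.0264 to 0.566). This list, called coagulation for short, does not test coagulation alone. Neither call was held when the correlation between genes was estimated (0.566 for both) or by limma's fry test (0.456 for both), and GAGE's statistic gave 0.0763 and 0.118. The other lists were not past the threshold. Oxidative phosphorylation (87 genes) had a median of 0.26 and 65 genes higher (adjusted p = 0.0548, and 0.0498 to 0.582), and the cell cycle (91 genes) 0.31 and 61 higher (adjusted p = 0.0548, and 0.0498 to 0.582). The p53 response (24 genes) had 0.34 and 19 higher (adjusted p = 0.0548, and 0.0498 to 0.566). Myc targets and ribosome biogenesis (74 genes) had 0.22 and 48 higher (adjusted p = 0.144, and 0.122 to 0.582), and hypoxia (54 genes) 0.35 and 32 higher (adjusted p = 0.245, and 0.207 to 0.566). For each of the 7 lists, both MZ*tulp3* libraries were higher than both control libraries. Single libraries moved some medians by more than 1.5 times. Without MZ*tulp3* replicate 1 the median was 1.65 for coagulation, 0.55 for the cell cycle, 0.38 for Myc targets and 0.10 for oxidative phosphorylation. Without MZ*tulp3* replicate 2 it was 0.72 for the p53 response and 0.13 for the cell cycle. Without control replicate 1 it was 0.52 for the p53 response, and without control replicate 2 it was 0.09 for hypoxia and 0.13 for oxidative phosphorylation.
By limma, 0 single genes of these lists were past the threshold adjusted over all genes tested. Adjusted over the list alone, 4 were past it, *apoa2*, *apoa1b*, *fetub* and *apoa1a*, all on the list of liver-secreted proteins and all named after their values were seen. Normalized counts of *apoa2* were 621 ± 10.8 (SD, n = 2) in control and 2542 ± 254 in MZ*tulp3* embryos, a log2 fold change of 2.03 (standard error 0.28, 0.00722 adjusted over the list alone by limma). The log2 fold changes of *apoa1b*, *fetub* and *apoa1a* were 1.81, 2.27 and 1.00, and every MZ*tulp3* library was above every control library for the 4 genes. Of the other 6 lists, 0 genes were past it. Among the genes tested by limma, DESeq2 called 5 for coagulation, which are these 4 and *a2ml*, and 1 each for hypoxia, oxidative phosphorylation, the cell cycle and epithelial-mesenchymal transition. Of these, chosen after their values were seen, *kif11* of the cell cycle was higher, with a log2 fold change of 2.42 (adjusted p = 0.379 by limma, and 0.00275 by DESeq2 to 0.446). *gapdh*, of the hypoxia list, was also higher, at 1.43 (adjusted p = 0.379 by limma, and 0.0297 by DESeq2 to 0.493), and at 0.88 without control replicate 2. *idh3a*, of oxidative phosphorylation, was lower, at -1.73 (adjusted p = 0.379 by limma, and 0.0465 by DESeq2 to 0.483), and the gene of epithelial-mesenchymal transition, *serpinh1b*, was lower too. For these 4 genes both MZ*tulp3* libraries lay on the same side of both control libraries. The log2 fold change of *a2ml* was 4.68 (adjusted p = 0.388 by limma, and 0.0417 by DESeq2 to 0.614), and 3.07 without MZ*tulp3* replicate 2. DESeq2 also called *habp2* of the coagulation list, chosen after its values were seen, which did not pass the filter. It was lower, with 290.7 and 5.28 normalized counts in control replicates 1 and 2 and 0 in both MZ*tulp3* replicates (adjusted p = 0.0087 by DESeq2). That call rests on control replicate 1. In the other 6 lists, the largest member was past the threshold by neither limma nor DESeq2. It was lower for Myc targets (*wdr75*, -4.39) and the cell cycle (*rrm2*, -3.80), at -1.71 and -0.37 without MZ*tulp3* replicate 2. It was higher for hypoxia (*jmjd6*, 4.08), oxidative phosphorylation (*cox4i1l*, 3.435), epithelial-mesenchymal transition (*fap*, 2.76) and p53 (*baxb*, 3.50). Without control replicate 1 these 4 were at 2.31, 1.21, 2.35 and 1.92. At an unadjusted p under 0.05 by limma were 10 genes for coagulation, 9 for Myc targets, 8 for epithelial-mesenchymal transition, 7 for hypoxia, 6 for oxidative phosphorylation, 4 for the cell cycle and 2 for p53.

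**Figure D2:**
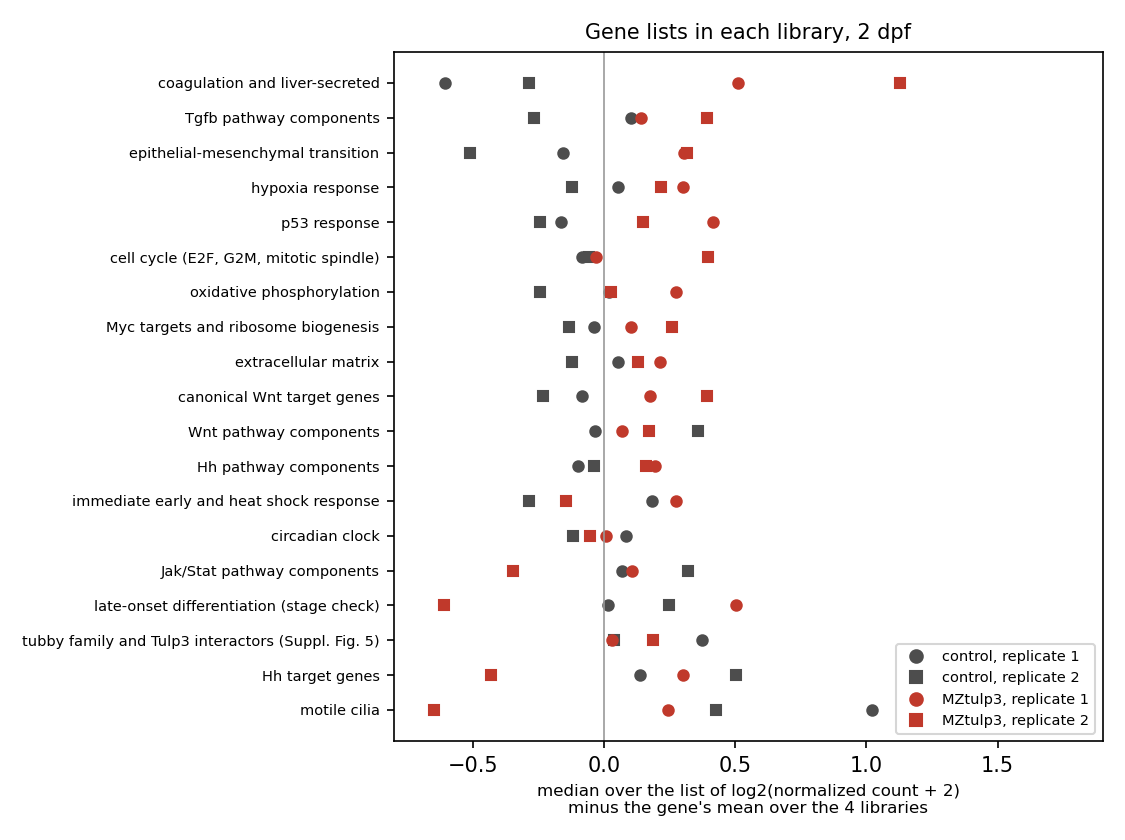
Level of each of the 19 gene lists in the 4 libraries, as the median over the list of log2(normalized count + 2) minus the gene's mean over the libraries, with control in grey, MZ*tulp3* in red, replicate 1 as circles and replicate 2 as squares. In coagulation the libraries sit at -0.61 and -0.29 in control and at 0.51 and 1.13 in MZ*tulp3* embryos.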

Conclusively, we here present cilia-related phenotypes during zebrafish embryogenesis that are caused by deficiency of Tulp3 function. These results indicate a progressive disease character not only in humans but also in zebrafish. Therefore, our data demonstrates that the Tulp3 loss of function zebrafish model represents a suitable disease model to study progressive fibrocystic liver and kidney disease.

## Materials and methods

### Zebrafish lines and embryo maintenance

The fish used in this study were maintained at the Zebrafish Facility of the Medical Center of the University of Freiburg. All animal work has been conducted according to relevant national and international guidelines. The study was approved by the Institutional Animal Care of the Medical Center of the University of Freiburg and the Regional Council Freiburg (permit ID G-16/89). All methods were carried out in accordance with ARRIVE guidelines. Zebrafish were maintained and the embryos were staged as previously described^63^. The following strains were used: AB/TL wildtype (WT), *li1Tg* (https://zfin.org/ZDB-ALT-071127-1)^64^ and *tulp3*^*uf3/uf3*^; *li1Tg (AB/TL)* (https://zfin.org/ZDB-FISH-230405-2)^30^.

### mRNA and morpholino (MO) injections

For synthesis of mRNA, full-length human Tulp3 was cloned into pCS2 + MxN, linearized with NsiI, and transcribed using SP6 mMessage mMachine Kit (Ambion). mRNA and Morpholino oligonucleotide (MO) injections were performed as described^65^. To attenuate possible off target effects, a p53 MO was co-injected 1.5-fold to the other MOs used^66^. The following translation/splicing-blocking (TB/SB) antisense MOs (Gene Tools) were used for zebrafish: TB-MO *tulp3* 5′-CTCTTCACCGTCTCCATGTCGAG-3′, SB1-MO *tulp3* 5′-TTGTTCTGTGTGTGTCTTACCGCGT-3′, SB2-MO *tulp3* 5’-TGTGCAGTTGGACTGACGTAGCATA-3’, TB-MO *p53* 5’-GCGCCATTGCTTTGCAAGAATTG-3’^66^ and a Standard Control (Co)-MO. The Co-MO is thought to have no target and only very little biological activity (https://www.gene-tools.com/custom_morpholinos_controls_endmodifications).

### Reverse-transcription polymerase chain reaction (RT-PCR) analysis

Semiquantitative RT-PCR was performed to determine expression of zebrafish *tulp3*. Total RNA from entire 1dpf old zebrafish embryos was extracted with the RNeasy Kit (Qiagen), followed by complementary DNA (cDNA) synthesis with the ProtoScript First Strand cDNA Synthesis Kit (Promega). Analysis of zebrafish ef1α was used as a loading control. The following primers were used for PCR analysis: tulp3 (forward-1: 5ʹ-TCTGCTGGAGCAGAAGCAG-3ʹ, reverse-1: 5ʹ-GTGGATTTAGTGCTGGATGCAGAC-3ʹ; for analysis of SB1-MO *tulp3* efficiency); tulp3 (forward-2: 5ʹ-CATCCAGCACTAAATCCACTAC-3ʹ, reverse-2: 5ʹ-GTAAGACTGTGTGTCATCGTTC-3ʹ; for analysis of SB2-MO *tulp3* efficiency); ef1α (forward: 5ʹ-ATCTACAAATGCGGTGGAAT-3ʹ, reverse: 5ʹ-ATACCAGCCTCAAACTCACC-3ʹ).

### Synthesis of antisense RNA and in situ analysis

Zebrafish *urp1*, *urp2*,* pkd2l1* and *lef1* probes were amplified from zebrafish cDNA with primers (urp1, forward: 5ʹ-ACATTCTGGCTGTGGTTTG-3ʹ, reverse: 5ʹ-TGTATGGGGAAAACAAAGG-3ʹ)^67^; (urp2, forward: 5ʹ-CGACGCGAGCATTAGATGAA-3ʹ, reverse: 5ʹ-TGTTGGTTTTCTTGGTTGACG-3ʹ); (pkd2l1, forward: 5ʹ-GTGACTGTTTCGATGTGTAC-3ʹ, reverse: 5ʹ-ACGATCTCACAGCCGATGAT-3ʹ); (lef1, forward: 5ʹ-CTGGACCCCACGCCACAGGAAT-3ʹ, reverse: 5ʹ-GGCCTGTAGCTGCTGTCTTTGCTT-3ʹ). Zebrafish *gc* and *serpina1* probes were amplified from zebrafish cDNA with primers that have been used previously in quantitative real-time PCR analyses^50^. Amplification products were cloned into TOPO (Invitrogen), followed by sequence verification and linearization with corresponding restriction enzymes for synthesis of antisense RNA. We used already described pBS-ptc1, pCRII-axin2 and pGEMT-wnt8a for synthesis of antisense RNA^68–70^. Whole-mount in situ hybridization (WISH) analysis using Digoxigenin-labelled probes was performed as described using NBT (blue) (Roche) as substrate^71^.

### Quantitative real‑time PCR (qPCR)

qPCR was performed as previously described^72^. For the expression analysis of *urp1*, *urp2* and *pkd2l1*, total RNA was obtained from 30 maternal zygotic (MZ) *tulp3* mutant embryos presenting with ventral body curvature or from respective control embryos at 2dpf using the RNeasy Kit (Qiagen). The following primers were used for qPCR analysis: ef1α (forward: 5ʹ-TGCCAACTTCAACGCTCAGGTC-3ʹ, reverse: 5ʹ-TCAGCAAACTTGCAGGCGATG-3ʹ); urp1 (forward: 5ʹ-ACATTCTGGCTGTGGTTTG-3ʹ, reverse: 5ʹ-GTCCGTCTTCAACCTCTGCTAC-3ʹ); urp2 (forward: 5ʹ-AGAGGAAACAGCAATGGACG-3ʹ, reverse: 5ʹ-TGTTGGTTTTCTTGGTTGACG-3ʹ); pkd2l1 (forward: 5ʹ-GTGACTGTTTCGATGTGTAC-3ʹ, reverse: 5ʹ-CTTGATAAAACCCTGCTCCG-3ʹ)^43^. For the analysis of Hh, Wnt and Jak/Stat signalling pathway components, total RNA was obtained from 30 Co-MO or TB/SB1-MO *tulp3* injected zebrafish embryos and 30 unbiasedly pooled MZ*tulp3* mutant or from respective control embryos, all at 1dpf using the RNeasy Kit (Qiagen). The following primers were used for qPCR of analysis: ef1α (forward: 5ʹ-TGCCAACTTCAACGCTCAGGTC-3ʹ, reverse: 5ʹ-TCAGCAAACTTGCAGGCGATG-3ʹ); gli1 (forward: 5ʹ-TCAGACGTCCTCTCGCCTTA-3ʹ, reverse: 5ʹ-AGCTCATGTCTCCGATTGCC-3ʹ); ptc1 (forward: 5ʹ-GGGTCCTGAATGGACTGGTG-3ʹ, reverse: 5ʹ-CCGCTGGAGATACCTCAGGA-3ʹ); axin2 (forward: 5ʹ-ACCCTCGGACACTTCAAGGA-3ʹ, reverse: 5ʹ-GTGCAGTCATCCCAGACCTC-3ʹ); wnt8a (forward: 5ʹ-ATTCGTGGATGCGCTTGAGA-3ʹ, reverse: 5ʹ-TTACAGCCAAACGTCCAGCTT-3ʹ); lef1 (forward: 5ʹ-CAGACATTCCCAATTTCTATCC-3ʹ, reverse: 5ʹ-TGTGATGTGAGAACCAACC-3ʹ); jak1 (forward: 5ʹ-CCTGGAGGAGGGAAAGAGAC-3ʹ, reverse: 5ʹ-CAGGCTTTTGAAGTCGATCC-3ʹ); stat1b (forward: 5ʹ-CTCCAGGCACTTTCCTTCTG-3ʹ, reverse: 5ʹ-AATGGATCTTGGGTTCACCA-3ʹ). For the analysis of genes related to liver-fibrosis, total RNA was obtained from 30 MZ*tulp3* mutant or respective control embryos at 4dpf using the RNeasy Kit (Qiagen). For qPCR analysis we used the primers for ef1α and the primers that have been used previously^50^.

### Immunostaining

Zebrafish whole-mount immunofluorescence (IF) was performed as previously described^65^. The following antibodies were used for IF: anti-acetylated αTubulin (clone 6-11B-1; Sigma Aldrich; 1:500) and anti-Reissner fiber (kind gift from Stéphane Gobron; 1:200). Cy3 (1:1000) and Alexa-488 (1:1000) labelled secondary antibodies were purchased from Jackson Immunoresearch and Molecular Probes (Invitrogen), respectively.

### Microscopy and image acquisition

Embryos were analysed using a Leica MZ16F epifluorescent microscope. Images were obtained with a Leica DFC 450 C camera and processed with Leica Application Suite X (Version 1.4.5) (https://www.leica-microsystems.com/products/microscope-software/details/product/leica-las-x-ls/). Confocal images of whole-mount zebrafish immunostainings were generated with a Carl Zeiss LSM510 laser scanning microscope (ZEISS objectives: Achroplan NIR 40x/0.8 water-immersion). Confocal z-stacks were projected to one plane (maximum intensity projection). Confocal images of whole-mount zebrafish immunostainings were generated with a Carl Zeiss LSM510 laser scanning microscope. The transmission electron microscopy (TEM) procedure is described elsewhere^73^. All images were exported as TIFF files and imported into Adobe Photoshop Creative Suite 2 (Version 11) (https://www.adobe.com/de/products/photoshop.html) to arrange figures.

### RNA sequencing and analysis

RNA sequencing was performed by Novogene. Total RNA was isolated from MZ*tulp3* (presenting with severe ventral body curvature) and respective control embryos at 2dpf using the RNeasy Kit (Qiagen). The raw RNA sequencing files were processed with the nf-core/rnaseq workflow (v3.18.0) including pre-processing with TrimGalore! to ensure sufficient read quality by removing adapters and reads in low-quality segment regions^74^. Subsequently, the reads were 2-pass aligned using the STAR aligner and quantified with RSEM. The Danio rerio genome GRCz10 was used as reference. Normalization and differential expression analysis was done with the R/Bioconductor package DESeq2 (v1.42.1)^75–77^. Genes were considered significant with an adjusted p-value (FDR corrected, according to Benjamini-Hochberg) < 0.05.

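With this threshold, 0 of the 14674 genes were called by limma, where the smallest adjusted p was 0.379, although 1873 genes (12.8%) had an unadjusted p under 0.05, 708 of them higher and 1165 lower in MZ*tulp3* embryos. The count depended on the test and on the filter. DESeq2's Wald test called 326 genes, 124 higher and 202 lower, and these are the same 326 genes that are past the threshold in the authors' deposited table. Of the 326, 153 had reads in every library, while 46, 117 and 10 had 0 reads in 1, 2 and 3 of the 4 libraries. Of the 313 that limma tested, 312 had an unadjusted p under 0.05 by limma. With only the genes that had at least 10 normalized counts in every library, limma called 112 of 9435 genes, 17 higher and 95 lower, and 101 of these were among DESeq2's 326. Such a filter leaves out genes that were low in 1 group. Limma-voom called 3 genes, *tfap2b*, *kidins220b* and *myhz1.1*, which were named after their values were seen, and all 3 were among DESeq2's calls and among the 112. Their log2 fold changes were -2.21, -2.03 and -1.55, with an adjusted p of 0.0288 each by limma-voom (over the tests and filters, 5.94e-06 to 0.429, 1.28e-05 to 0.446 and 1.42e-05 to 0.483), and they were lower in both MZ*tulp3* libraries than in both control libraries. EdgeR's quasi-likelihood test called 0 genes, with 1459 at an unadjusted p under 0.05.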

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) of signalling pathways was performed as implemented in the R/Bioconductor package GAGE (Generally Applicable Gene-set Enrichment analysis), with signalling pathways from the Molecular Signatures Database (MSigDB)^78,79^. In particular the Gene ontology (GO) gene set Biological Processes (BP) (https://geneontology.org/docs/ontology-documentation/) and the MSigDB hallmark gene set collection were used^80^. Pathways were considered significant with an adjusted p-value (Benjamini-Hochberg) < 0.05. For better visualization, expression values of genes associated with specific GSEA terms were z-scaled.

### Statistical analysis and quantification

For each quantification, the number of independent experiments and the number of embryos is specified in the respective figure legend. Total numbers of embryos used for analysis are indicated in the respective bar chart unless otherwise stated. Data were analysed by Student’s *t*-test (2-sided, unpaired); error bars represent the standard error of the mean (SEM). Measurement and quantification of ciliary length is described elsewhere^81^. qPCR data were analysed with GraphPad Prism (Version 10.5.0) (https://www.graphpad.com/updates/prism-10-5-0-release-notes) and one sample *t*-test; error bars represent the SEM.

### Accession numbers

Corresponding GenBank accession number for human cDNA: Tulp3 (NM_003324.5) and zebrafish cDNA: tulp3 (XM_005164458.6).

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The RNA-Seq datasets generated and/or analysed during the current study are available in the GEO repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE300126. All other datasets used and/or analysed during the current study are available from the corresponding authors on reasonable request.

# Supplementary material for: Tulp3 deficiency results in ciliopathy phenotypes during zebrafish embryogenesis
**Source:** Sci Rep. 2025 Sep 12;15:32435. doi: 10.1038/s41598-025-16584-3
**Supplement:** Supplementary file 1 — Supplementary Material 1

## **Supplementary Information**

### **Tulp3 deficiency results in ciliopathy phenotypes during zebrafish embryogenesis**

**Daniel Epting, John Devane, Ralf Mertes, Séverine Kayser, Martin Helmstädter, Patrick Metzger, Melanie Boerries, Carsten Bergmann and Elisabeth Ott**

**Suppl. Fig. 1 Gene set enrichment analysis of Wnt signalling.**

**Suppl. Fig. 2 Differential gene expression associated with Hh signalling.**

**Suppl. Fig. 3 Gene set enrichment analysis of ECM-related processes.**

**Suppl. Fig. 4 Gene set enrichment analysis of Tgf $\beta$  signalling.**

**Suppl. Fig. 5 Gene expression heatmap of Tulp3 associated genes.**

**Suppl. Fig. 6 Analyses of oncogenic and fibrosis-related processes.**

**Suppl. Fig. 7 Respective uncropped and unprocessed gel images.**

Supplementary Figure 1

Wnt signalling: stronger regulatory framework  
MZ*tulp3* 2dpf vs. control 2dpf

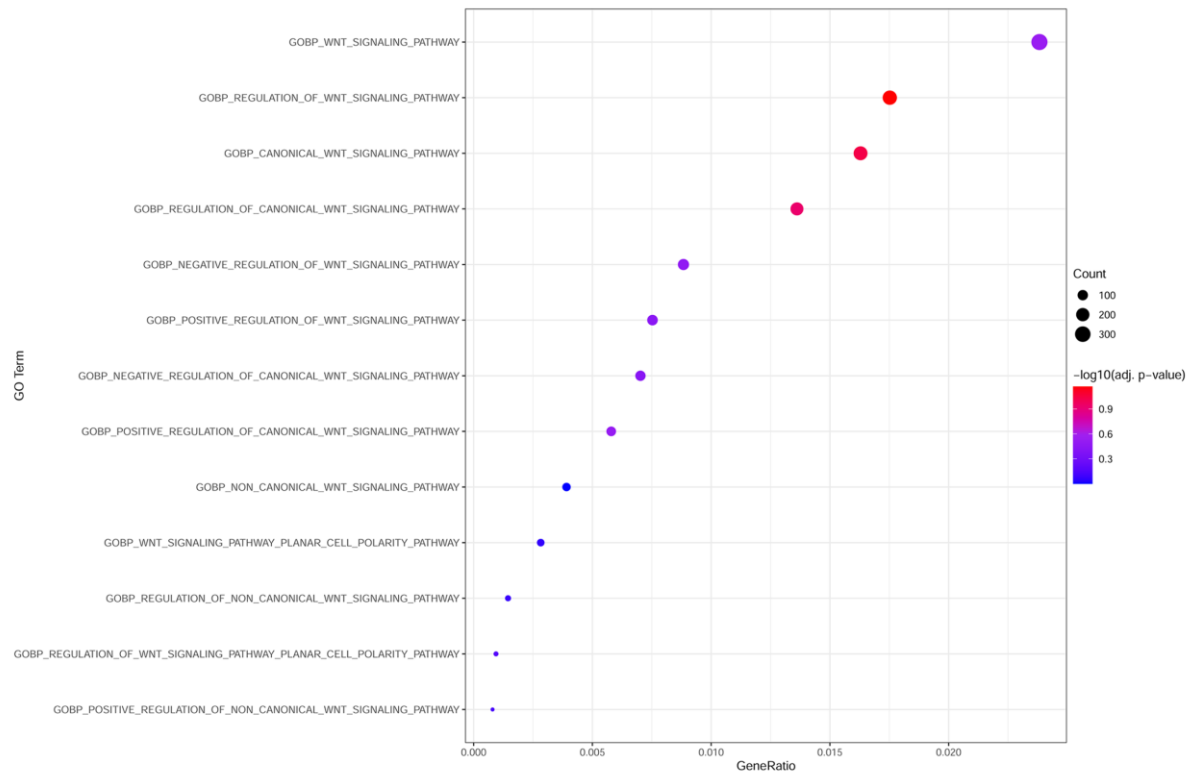

## Supplementary Figure 2

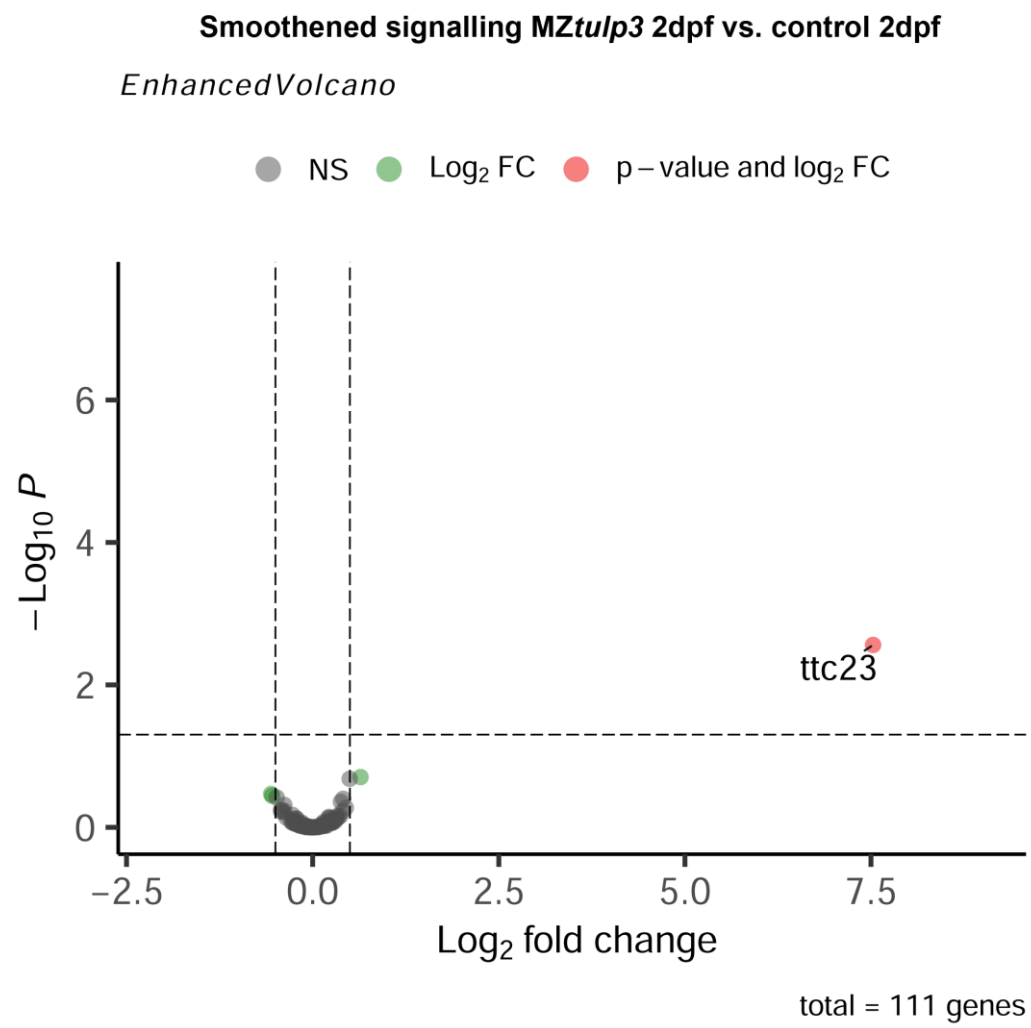

Supplementary Figure 3

ECM-related processes: stronger regulatory framework  
MZ*tulp3* 2dpf vs. control 2dpf

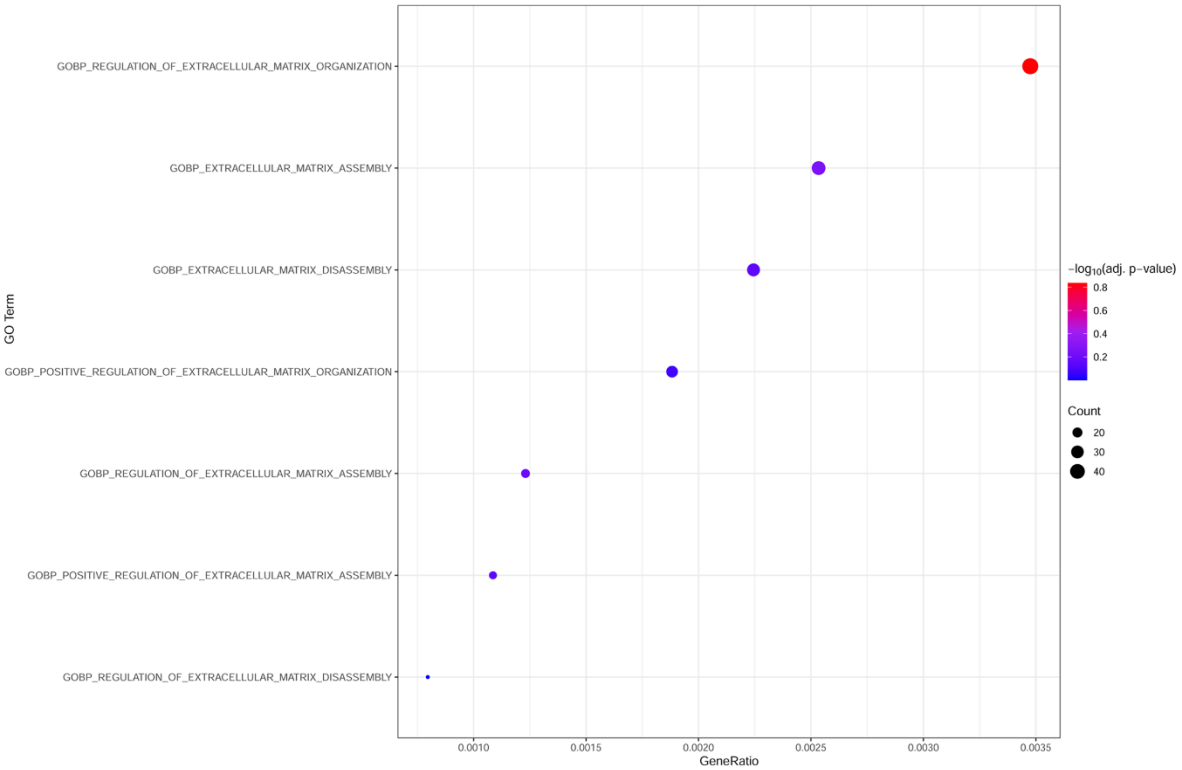

Supplementary Figure 4

Tgfβ signalling: stronger regulatory framework  
MZ*tulp3* 2dpf vs. control 2dpf

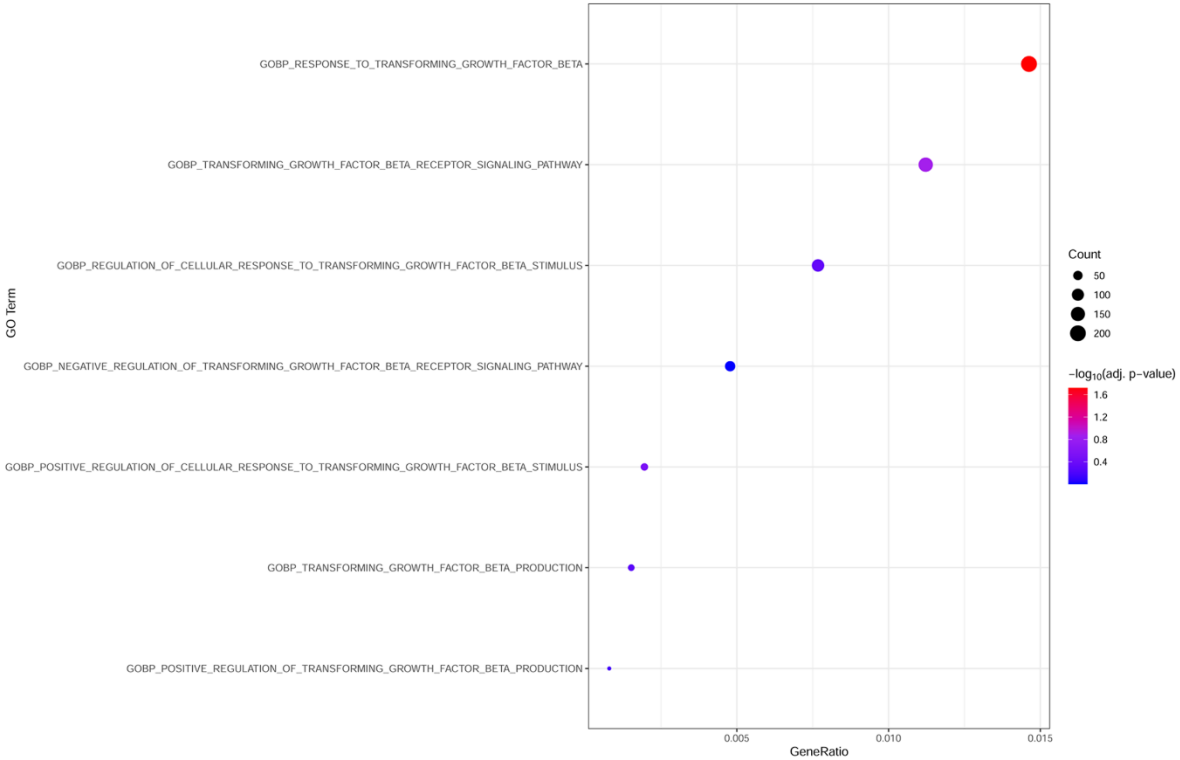

Supplementary Figure 5

Gene expression of tubby family members and tulp3 interactors  
MZtulp3 2dpf vs. control 2dpf

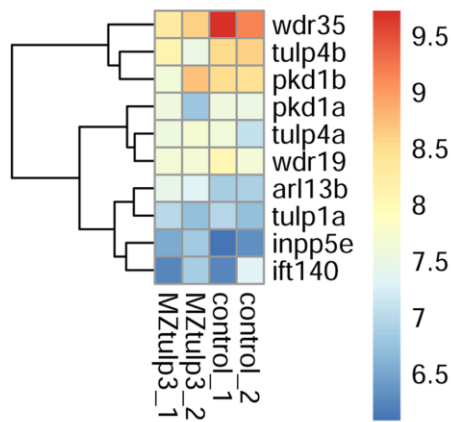

Supplementary Figure 6

Hallmark pathways: Upregulation  
MZ*tulp3* 2dpf vs. control 2dpf

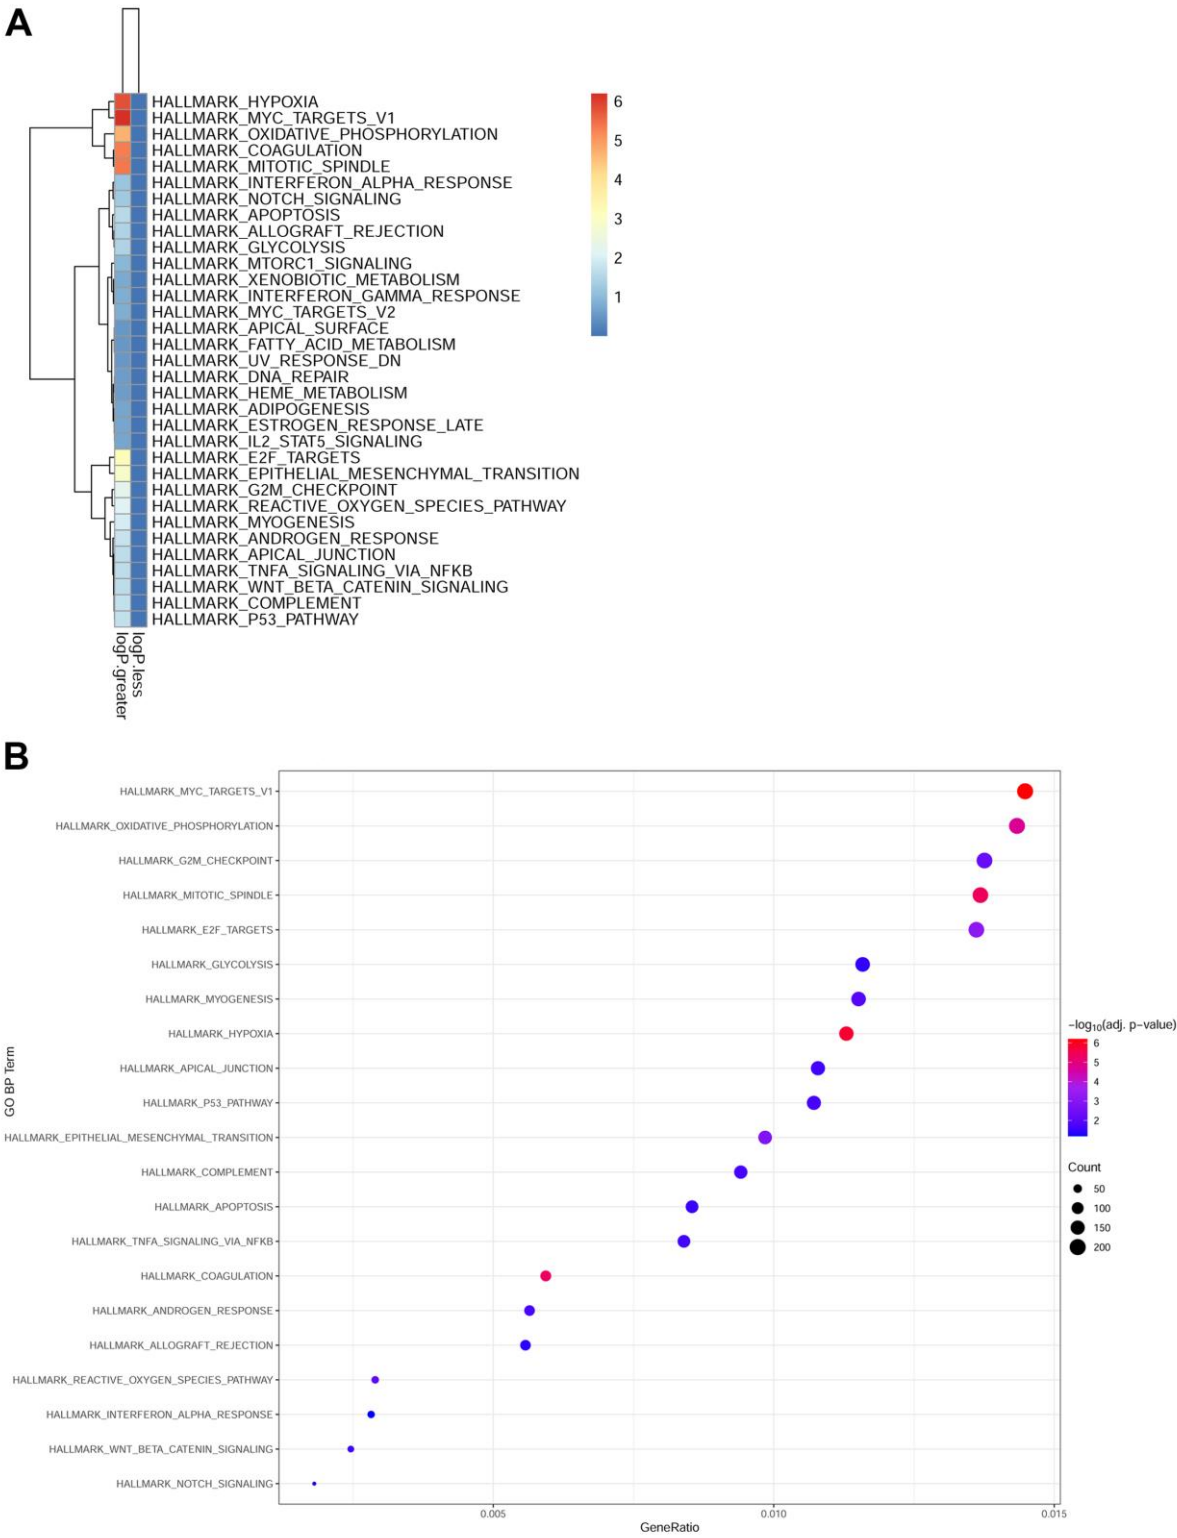

## Supplementary Figure 7

**Fig. 1B**

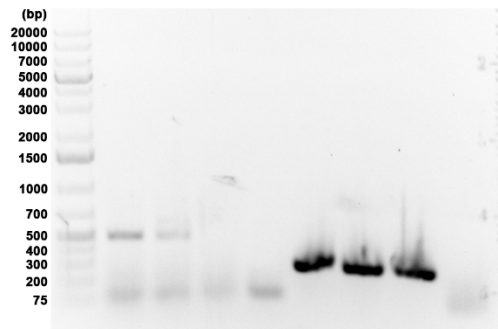

**Fig. 1C**

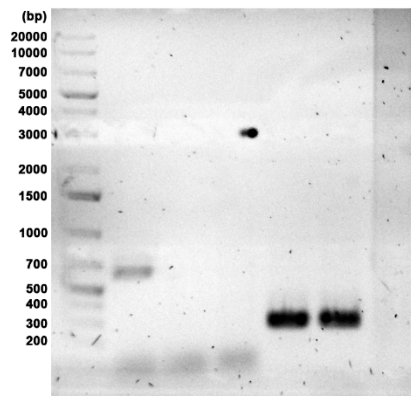

## Figure Legends

### **Suppl. Fig. 1 Gene set enrichment analysis of Wnt signalling.**

Gene set enrichment analysis (GSEA) of Wnt signalling pathway associated biological processes (GOBP) in *MZtulp3* mutant compared to control embryos at 2dpf. Pathway significance is indicated by color; pathways with Benjamini-Hochberg adjusted p-values <0.05 were considered significant.

### **Suppl. Fig. 2 Differential gene expression associated with Hh signalling.**

Volcano blot of differentially expressed genes (DEGs) associated with smoothened signalling identified via GSEA. Non-significant genes are unlabeled. Significant upregulation of smoothened-related signalling genes in *MZtulp3* was detected only in the ciliary TZ protein encoding gene *ttc23*.

### **Suppl. Fig. 3 Gene set enrichment analysis of ECM-related processes.**

GSEA of ECM-related biological processes (GOBP) in *MZtulp3* mutant compared to control embryos at 2dpf. Pathway significance is indicated by color; pathways with Benjamini-Hochberg adjusted p-values <0.05 were considered significant.

### **Suppl. Fig. 4 Gene set enrichment analysis of Tgf $\beta$ signalling.**

GSEA of Tgf $\beta$  signalling associated biological processes (GOBP) in *MZtulp3* mutant compared to control embryos at 2dpf. Pathway significance is indicated by color; pathways with Benjamini-Hochberg adjusted p-values <0.05 were considered significant.

### **Suppl. Fig. 5 Gene expression heatmap of Tulp3 associated genes.**

Heatmap of tubby family members and genes encoding for known Tulp3-interacting proteins at 2dpf. Columns represent individual *MZtulp3* and control samples.

### **Suppl. Fig. 6 Analyses of oncogenic and fibrosis-related processes.**

**(A)** Heatmap of oncogenic and fibrosis-related processes in *MZtulp3* mutant compared to control embryos at 2dpf. **(B)** GSEA of oncogenic and fibrosis-related processes in *MZtulp3* mutant compared to control embryos at 2dpf. Pathway significance is indicated by color; pathways with Benjamini-Hochberg adjusted p-values <0.05 were considered significant.

### **Suppl. Fig. 7 Respective uncropped and unprocessed gel images.**

How the deposited data were processed for this re-analysis (not part of the article)

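RNA of whole zebrafish embryos at 2 dpf was compared between control and MZ*tulp3* embryos, with 2 libraries per group and 4 in all. The paper took MZ*tulp3* embryos with severe ventral curvature, so the groups differ in genotype and in this selection. The paper's text names no pairing between libraries of the groups, and none was assumed. The authors trimmed, aligned and counted the reads with the nf-core pipeline for RNA-Seq (STAR and RSEM, on GRCz10) and analysed them with DESeq2. The signal values that the authors deposited per library are named counts, but they are counts divided by DESeq2's size factors, because 100% of them are whole multiples of 1 constant per library. The size factors were 1.0388 and 1.5146 in control and 0.87336 and 0.84724 in MZ*tulp3* embryos. The authors also deposited log2 values, which are regularized logarithms per library and DESeq2's log2 fold changes, the latter moderated towards 0. The p-value columns deposited by the authors hold DESeq2's p-value and its Benjamini-Hochberg adjusted form. These columns were used for comparison, and every fold change and test given at a claim was computed from the normalized counts, unless the authors' deposited table is named.

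The table held 31388 genes, of which 18955 had at least 1 read in 1 library. Of its identifiers, 25925 were matched in a table of gene names, which gave a symbol to 4610 of the 9609 genes that had none, and 90 symbols occurred more than once. The order of genes along the chromosome of *tulp3* was taken from the GRCz12tu annotation, which is another build than the authors' and served for names and neighbours alone.

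A test on counts (edgeR's quasi-likelihood test with TMM normalization) had been chosen before the data were examined, together with the gene lists, the named genes, most alternatives and the threshold of 0.05 on the adjusted p. Since the values turned out to be normalized counts, limma's moderated test with a trend, on log2 of the normalized count plus 2, took its place, and the edgeR test on recovered reads became an alternative. The edgeR test called 0 genes, with 1459 at an unadjusted p under 0.05. R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used. Adjustment was by Benjamini-Hochberg over the genes tested, and over the 19 lists for limma's camera test. The value of a list is the median log2 fold change of its tested genes. DESeq2's calls within a list are counted over those same genes. Genes were named if the paper names them, or if they were past the threshold or had the largest difference within a list at a mean CPM of at least 1, and any other gene is said to have been chosen after its values were seen. A group in which every library had 3 reads or fewer was given as a bound on the fold, which covers counting error only.

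The tests were run on simulated counts with 200 genes changed 4-fold. Genes outside the filter were given the largest dispersion estimated. DESeq2 was fitted to all 31388 genes and the other tests to filtered genes, so false calls are counted over unlike sets. With noise as estimated from these libraries, limma recovered 27 of them with 2 false calls, edgeR 17 with 4, limma-voom 25 with 3 and DESeq2 71 with 230. With at least 10 normalized counts required in every library, limma recovered 35 of the 161 changed genes left, with 5 false calls. With the dispersion divided by 20, limma recovered 184 with 4 false calls, edgeR 184 with 5, limma-voom 174 with 5 and DESeq2 186 with 5.

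Alternatives chosen before the data were examined were DESeq2's test, limma-voom, edgeR with DESeq2's size factors, no filter, at least 10 in every library, the replicate number as a term, an absolute log2 fold change of at least 0.5, an adjusted p under 0.1, other tests of lists (an estimated correlation, fry and GAGE's statistic written out), other windows around *tulp3* and leaving out each library. The ranges of adjusted p given for single genes over the other tests and filters leave out the term for the replicate number. TMM scaling, pseudocounts of 0.5 and 10 and the edgeR test on recovered reads were added after the values were seen. Lists of neuron, epidermis, muscle and oocyte genes were also written after the values were seen. The authors' MSigDB gene sets were not used here, and in situ hybridization, qPCR and imaging data were not analysed here. The result for 1 gene of a list is not reported here.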

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

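The tests in this part were chosen only after the result was seen, and both results concern genes that the paper does not discuss.

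The gene *zp2.1*, which encodes an egg envelope protein, had 404.8 normalized counts (343 reads) in MZ*tulp3* replicate 2 and 0 reads in each of the other 3 libraries. In the authors' deposited table it has an adjusted p of 6.32e-17 by DESeq2. It was not tested by limma, because it reached 10 normalized counts in 1 library alone. Reads shared between paralogs were not tested, and the reads of 2 paralogs did not follow the same libraries, with 24, 55, 0 and 156 reads for *zp2.5* and 35, 63, 117 and 0 for *zp2.3* in control replicates 1 and 2 and MZ*tulp3* replicates 1 and 2. A candidate source is oocyte RNA in MZtulp3 replicate 2. Of 20 other oocyte genes, 9 had more than 3 reads in MZ*tulp3* replicate 2, against 10, 7 and 7 in control replicates 1 and 2 and MZ*tulp3* replicate 1, and 0 had them in that library alone. Together they had 715 reads there and 412, 333 and 413 in the others, so oocyte RNA stays open. A difference between the groups is not shown by 1 library, and an effect of *tulp3* on this gene was not tested.

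With at least 50 normalized counts in both MZ*tulp3* libraries and 0 reads in both control libraries there were 37 genes, and 52 genes showed the converse. Chosen after their values were seen, *ube2r2* was at least 87.6-fold higher in MZ*tulp3* embryos (83 and 281 reads) and *dnajb1b* at least 69.3-fold higher, while *zdhhc9* was at least 110-fold lower (211 and 858 reads in control). These bounds fell to 39-fold for *ube2r2* without MZ*tulp3* replicate 2, 43.6-fold for *dnajb1b* without MZ*tulp3* replicate 1 and 58.2-fold for *zdhhc9* without control replicate 2, and that of *ube2r2* rose to 136-fold without MZ*tulp3* replicate 1. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many such genes: 89 in all, against 46 and 48 for the other two. With 3 splits the share cannot fall under 0.333, so the grouping and chance cannot be told apart by this count. Genes at 0 reads in 1 library were also common within groups. At a mean of 100 to 300 normalized counts in the other 3 libraries, 64, 59, 96 and 260 genes were at 0 in control replicates 1 and 2 and MZ*tulp3* replicates 1 and 2. The number of reads alone would leave 8.07e-36 such genes, which argues against it as the cause. Few RNA molecules sampled per library may contribute: the squared spread between replicates fell with the mean (slopes of -0.72 in control and -0.82 in MZ*tulp3* embryos on log scales), but the molecules it implies would leave 1330 genes at 0 where 479 were observed, a ratio of 0.361. This stays open, as do variants of the strains against the reference, which were not tested, and an effect of *tulp3*.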

How the results depend on the processing

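The TMM scaling, the pseudocounts of 0.5 and 10 and the edgeR test on recovered reads were chosen only after the result was seen.

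The number of genes called depended on the test and the filter. Limma called 0 of 14674 genes (1873 at an unadjusted p under 0.05), DESeq2 called 326, limma-voom 3, and limma with at least 10 normalized counts in every library 112. The other settings called 0: no filter (1540 at an unadjusted p under 0.05), edgeR with DESeq2's size factors (1469), edgeR on recovered reads (1459), TMM scaling (1876), pseudocounts of 0.5 and 10 (1835 and 1793), an absolute log2 fold change of at least 0.5, and an adjusted p under 0.1. In simulated counts with noise as in these libraries, DESeq2 recovered 71 of 200 changed genes with 230 false calls, and limma 27 with 2. With the dispersion divided by 20, the false calls were 5 and 4. With noise as in these libraries, DESeq2 was fitted to 31388 genes and limma to 13644, so their false calls are counted over unlike sets of genes. The simulation does not show which or how many of the 326 calls are false, and limma's filter kept 313 of those 326. Why limma-voom differs from limma was not tested. With at least 10 in every library 9435 genes were tested, and the adjustment covers fewer genes. With the replicate number as a term (replicate block), 329 genes were called, 136 of them among DESeq2's 326, with 2216 at an unadjusted p under 0.05. The correlation between the groups' deviations at the same replicate number was 0.000194 over 13454 genes, so no shared deviation was seen. With 2 libraries per group, this cannot show whether libraries of the same number were collected together. In simulated counts with noise as in these libraries, this term left 1 of 200 changed genes called. With it, 2 lists and 14 of the single genes were past the threshold, among them *tfap2b* and *kidins220b* (adjusted p = 1.5e-07 each by limma), *dcn* (0.00279) and *serpinh1b* (0.00151), while *wdr35* had 0.0632 and *ttc23* 0.148.

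Of 19 lists, 154 values under the alternatives kept their direction and their side of the threshold, 8 were no longer past it, 3 were newly past it and 6 had the opposite sign. GAGE's value is the list's mean log2 fold change minus the mean over all genes tested, so its sign is relative to the other genes and not that of the list. Coagulation was no longer past it under an estimated correlation and fry (0.82 in both, adjusted p = 0.566 and 0.456), GAGE's statistic (0.97, 0.118), no filter (0.77, 0.054) and a pseudocount of 0.5 (0.83, 0.055), within 0.0264 to 0.566 over its alternatives. Epithelial-mesenchymal transition was no longer past it under an estimated correlation and fry (0.53 in both, 0.566 and 0.456) and GAGE's statistic (0.78, 0.0763), within 0.00197 to 0.566. Both lists remained past it with at least 10 in every library, TMM scaling and a pseudocount of 10. That pseudocount brought oxidative phosphorylation (0.25), the cell cycle (0.32) and p53 (0.43) past it, each at 0.0498. Jak/Stat components (0.01) reversed with at least 10 in every library (-0.0428) and under TMM scaling (-0.002177), and their value by GAGE's statistic was -0.10. For the tubby family (-0.45), GAGE's value was 0.043, and with at least 10 in every library the late-onset genes (0.68) and motile cilia (0.0611) reversed. That filter removes genes that are low in 1 group; otherwise the cause was not tested. DESeq2's size factors were not run as an alternative for the lists, since the normalized counts already use them.

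Across the 4 fits that each left out one library, the median log2 fold change ranged from -0.11 to 0.48 for Wnt components, -0.0623 to 0.70 for Wnt targets, 0.18 to 0.56 for Hh components, -0.77 to 0.14 for Hh targets, 0.12 to 0.45 for extracellular matrix, 0.25 to 0.71 for Tgfβ and -0.37 to -0.0189 for Jak/Stat. It ranged from 0.0891 to 0.39 for hypoxia, 0.17 to 0.38 for Myc targets, 0.10 to 0.36 for oxidative phosphorylation, 0.13 to 0.55 for the cell cycle, 0.63 to 1.65 for coagulation, 0.42 to 0.79 for epithelial-mesenchymal transition and 0.24 to 0.72 for p53. It ranged from -0.51 to 0.0496 for the tubby family, -0.70 to 0.75 for late-onset genes, -0.0858 to 0.15 for the clock, -0.18 to 0.41 for early and heat shock genes and -1.33 to -0.21 for motile cilia. Direction changed for Jak/Stat without each library, for late-onset genes without MZ*tulp3* replicate 2 (0.75), for the clock without control replicate 2 (-0.0858), for early and heat shock genes without control replicate 2 (-0.18) and MZ*tulp3* replicate 1 (-0.0235), for Wnt components without control replicate 1 (-0.11), Wnt targets without control replicate 2 (-0.0623), Hh targets without MZ*tulp3* replicate 2 (0.14) and the tubby family without MZ*tulp3* replicate 1 (0.0496).

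For 56 single genes, 494 of 542 values under the alternatives kept direction and side of the threshold, 45 were newly past it and 3 reversed. DESeq2 placed 17 of these genes past it. The reversed values were those of *gpr161a* (-0.80), at 0.18 by DESeq2, 0.18 by edgeR with DESeq2's size factors and 0.18 by edgeR on recovered reads, and the cause was not tested. It had 0 reads in MZ*tulp3* replicate 2. Fold changes of genes near 3 reads are limited by depth and are given as bounds.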

Differences from the paper's values

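The tests behind these values are those described in the processing summary, and the alternatives added after the values were seen are named as such.

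The paper's figure shows a minus log10 adjusted p of about 2.6 for *ttc23* in Suppl. Fig. 2, read by eye, and limma gave 0.421. Of the alternatives set before the data were examined, DESeq2's test gave 2.58, which is within the paper's value. The others did not close the gap, with 0.38 by limma-voom, 0.329 by edgeR with DESeq2's size factors and 0.285 without a filter, and neither did the term for the replicate number.

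The paper states that Wnt associated pathways were upregulated, and the list of Wnt pathway components had a median log2 fold change of 0.15 and that of canonical Wnt targets 0.20, neither past the threshold by camera (adjusted p = 0.583 and 0.282) or any alternative run. It reports an increase in extracellular matrix organization and upregulation of Tgfβ signalling, and these lists had medians of 0.21 and 0.56 that were likewise not past the threshold (adjusted p = 0.298 and 0.200) under camera or any alternative run. For the processes of Suppl. Fig. 6 it reports an increase. By camera, epithelial-mesenchymal transition and the list of coagulation and liver-secreted proteins were past the threshold. The second of these does not test coagulation alone. Hypoxia, Myc targets, oxidative phosphorylation, the cell cycle and p53 were not past the threshold, with medians above 0. With a pseudocount of 10, chosen after seeing the values, oxidative phosphorylation, the cell cycle and p53 were past it (adjusted p = 0.0498 each, against 0.0498 to 0.582, 0.0498 to 0.582 and 0.0498 to 0.566 over their alternatives). The paper's gene sets and these lists hold different genes. The paper states that compensatory candidate genes showed no significant upregulation, and 0 of the 10 were past the threshold here.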

Other observations

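The tests of the linked haplotype, developmental delay, time of day and handling stress were set before the result was seen, and the other tests in this part were chosen only after the result was seen.

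At an unadjusted p under 0.05 by limma, 1873 genes differed between the groups, and 391 and 340 differed in the other 2 splits of the 4 libraries into pairs. In 1 of the 3 splits, the real one, the count was as large, and with 3 splits the groups and chance cannot be told apart by this test. DESeq2 called 326 genes in the real split and 14 and 20 in the others.

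A linked haplotype around the edited locus would place the differing genes near *tulp3*. Within 50 tested genes on either side, limma called 0, as it did over all genes tested, so that count cannot decide. At an unadjusted p under 0.05 by limma were 14 of 83 (16.9%) there and 1639 of 13135 (12.5%) on the other chromosomes. The odds ratio was 1.423 (Fisher's exact test, two-sided p = 0.242), and within 25 and 100 genes it was 1.142 and 1.098. DESeq2 called 3 of 83 (3.61%) within 50 genes and 285 of 12863 (2.22%) on the other chromosomes. That odds ratio was 1.655 (Fisher's exact test, p = 0.435). The 1639 genes on other chromosomes argue against a linked haplotype as the whole cause. If the share of reads on mitochondrial genes were the cause, the libraries with the highest share, control replicate 1 and MZ*tulp3* replicate 2, would differ most from the other two. That split gave 340 genes at an unadjusted p under 0.05, fewer than the groups did, which argues against the share as the whole cause.

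Developmental delay could lower late-onset differentiation genes and raise the cell cycle. The late-onset list (43 genes) had a median log2 fold change of -0.17 (camera, adjusted p = 0.945, and 0.0594 to 0.994 over its alternatives), with 19 genes higher and 24 lower, from -0.70 without MZ*tulp3* replicate 1 to 0.75 without MZ*tulp3* replicate 2, so delay stays open. Time of day may differ between collections: the difference between clock genes of opposite phase was 0.19 higher in MZ*tulp3* embryos, but the libraries overlapped (-0.06 and 0.40 in control, 0.12 and 0.61 in MZ*tulp3*), so this stays open. The clock list (28 genes) had a median of 0.07 (adjusted p = 0.742 by camera, and 0.407 to 0.992), which was -0.09 without control replicate 2, 0.15 without control replicate 1 or MZ*tulp3* replicate 2 and 0.01 without MZ*tulp3* replicate 1. *cry3a*, chosen after its values were seen, was past the threshold adjusted over the list alone (0.0151 by limma, log2 fold change -2.02, lower in both MZ*tulp3* libraries), and over all genes its adjusted p was 0.379 by limma and 0.000491, by DESeq2, to 0.483 over the other tests and filters. Handling stress could raise early and heat shock genes, whose list (36 genes) had a median of 0.14 (adjusted p = 0.435 by camera, and 0.308 to 0.65), from -0.18 without control replicate 2 to 0.41 without MZ*tulp3* replicate 2, with -0.02 without MZ*tulp3* replicate 1 and 0.40 without control replicate 1. Its largest difference was in the heat shock gene *dnajb1b*, with 0 reads in both control libraries and 202 and 90 in the MZ*tulp3* libraries, at least 69.3-fold higher, or at least 43.6-fold without MZ*tulp3* replicate 1 (adjusted p = 0.379 by limma, and 0.000491, by DESeq2, to 0.507 over the other tests and filters). Handling stress stays open.

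Neuron genes (36 tested of 48) had a median log2 fold change of -1.32, with 33 lower, and epidermis genes (36 of 39) one of 1.04, with 32 higher, where 1 gene is also in the 19 lists. The unadjusted p was 2.18e-05 and 1.12e-06 by limma's camera test, 0.359 and 0.184 with an estimated correlation and 0.215 and 0.101 by fry. Without MZ*tulp3* replicate 2 the neuron median was -0.80. Muscle genes (33 of 34) had a median of 0.55. Their unadjusted p was 0.0459 by limma's camera test, 0.611 with an estimated correlation and 0.514 by fry. The muscle median was 0.05 without control replicate 2, 0.18 without MZ*tulp3* replicate 1, 1.12 without control replicate 1 and 0.90 without MZ*tulp3* replicate 2. Oocyte genes (12 of 23) had a median of 0.24 (unadjusted p = 0.281 by limma's camera test), from -0.02 without MZ*tulp3* replicate 2 to 1.76 without MZ*tulp3* replicate 1. The difference between the epidermis and neuron medians was 2.36 in the real split and 0.15 and -1.36 in the others, so 1 of the 3 splits gave one as large. A higher share of epidermis alone would lower muscle and neuron genes alike, and muscle minus neurons was 1.87, which argues against it. A size factor moves all genes of a library alike, so the difference of 2.36 between the lists argues against the authors' size factors as the whole cause. A lower share of neurons alone may contribute, since epidermis minus muscle was 0.49, and it stays open, as does an effect of *tulp3*, which the design does not part from it.

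Motile cilia genes (61 tested of 119) had a median log2 fold change of -0.73, with 38 lower and 23 higher (adjusted p = 0.0718 by camera, and 0.0604 to 0.992 over its alternatives). The medians were lower in both MZ*tulp3* libraries than in both control libraries, and the value was -0.21 without MZ*tulp3* replicate 2 and -1.33 without control replicate 2. The largest difference was in *cfap99*, at least 34.2-fold lower. Jak/Stat components (25 tested of 42) had a median of 0.01 (adjusted p = 0.742, and 0.307 to 0.97), and each of the 4 fits without one library was negative, from -0.37 without control replicate 1 to -0.02 without MZ*tulp3* replicate 2. Adjusted over the list alone and over all genes tested, 0 genes of either list were past the threshold, with 9 and 2 at an unadjusted p under 0.05.

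The paper measured some of its genes at other stages or by other methods, and their values at 2 dpf follow, with adjusted p by limma. The log2 fold change was 1.21 for *lef1* (0.492), 0.86 for *axin2* (0.667), 0.46 for *jak1* (0.854), 1.94 for *acta2* (0.644), 1.40 for *hand2* (0.757), 0.34 for *col1a1a* (0.696), 0.53 for *col1a1b* (0.578), 1.14 for *cxcl12a* (0.468), 2.28 for *serpina1* (0.379) and -4.08 for *tgfb1a* (0.397). It was 0.83 for *serpina1l* (0.824) and 0.69 for *urp2* (0.924), whose directions changed without MZ*tulp3* replicate 2 (-0.33) for the former, and without control replicate 1 (-0.73) and MZ*tulp3* replicate 1 (-1.28) for the latter. That of *axin2* changed without control replicate 2 (-0.28) and that of *jak1* without control replicate 2 (-0.49) and MZ*tulp3* replicate 1 (-0.12). Without control replicate 2, *col1a1a* and *col1a1b* were at 0.0045 and 0.0465, and without control replicate 1 at 0.68 and 1.02, while *col1a1a* was 0.13 without MZ*tulp3* replicate 2 and 0.55 without MZ*tulp3* replicate 1. Without MZ*tulp3* replicate 1, *acta2* was 0.82, *hand2* 0.49, *lef1* 0.77 and *serpina1l* 2.00, and without MZ*tulp3* replicate 2, *acta2* was 3.07, *hand2* 2.3, *jak1* 1.03 and *urp2* 2.66. Without control replicate 1, *axin2* was 2.00, *jak1* 1.40 and *hand2* 0.56, and without control replicate 2, *hand2* was 2.23 and *urp2* 2.11. Adjusted over all genes tested, 0 of these were past the threshold. The genes *wnt8a*, *gc*, *uts2r3* and *stat1b* were at 3 reads or fewer in every library and not detectable at this depth. *urp1* had 16 reads in control replicate 2 alone, *pkd2l1* 48 in control replicate 1 alone and *tgfb1b* 38 in control replicate 2 alone. Of the Hh modulators, *gpr161a* and *gpr161b* had log2 fold changes of -0.80 (0.922) and -1.90 (0.755), and both had 0 reads in MZ*tulp3* replicate 2. The first was 0.18 by DESeq2, 0.32 without control replicate 1, -1.93 without control replicate 2, -3.11 without MZ*tulp3* replicate 1 and 1.50 without MZ*tulp3* replicate 2, and the second was -4.49 without MZ*tulp3* replicate 1 and 0.68 without MZ*tulp3* replicate 2.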
